# The Zinc Finger Protein ZNF658 Regulates the Transcription of Genes Involved in Zinc Homeostasis and Affects Ribosome Biogenesis through the Zinc Transcriptional Regulatory Element

**DOI:** 10.1128/MCB.01298-14

**Published:** 2015-02-18

**Authors:** Ogo A. Ogo, John Tyson, Simon J. Cockell, Alison Howard, Ruth A. Valentine, Dianne Ford

## Abstract

We previously identified the ZTRE (zinc transcriptional regulatory element) in genes involved in zinc homeostasis and showed that it mediates transcriptional repression in response to zinc. We now report that ZNF658 acts at the ZTRE. ZNF658 was identified by matrix-assisted laser desorption ionization–time of flight mass spectrometry of a band excised after electrophoretic mobility shift assay using a ZTRE probe. The protein contains a KRAB domain and 21 zinc fingers. It has similarity with ZAP1 from Saccharomyces cerevisiae, which regulates the response to zinc restriction, including a conserved DNA binding region we show to be functional also in ZNF658. Small interfering RNA (siRNA) targeted to ZNF658 abrogated the zinc-induced, ZTRE-dependent reduction in *SLC30A5* (ZnT5 gene), *SLC30A10* (ZnT10 gene), and *CBWD* transcripts in human Caco-2 cells and the ability of zinc to repress reporter gene expression from corresponding promoter-reporter constructs. Microarray analysis of the effect of reducing ZNF658 expression by siRNA uncovered a large decrease in rRNA. We find that ZTREs are clustered within the 45S rRNA precursor. We also saw effects on expression of multiple ribosomal proteins. ZNF658 thus links zinc homeostasis with ribosome biogenesis, the most active transcriptional, and hence zinc-demanding, process in the cell. ZNF658 is thus a novel transcriptional regulator that plays a fundamental role in the orchestrated cellular response to zinc availability.

## INTRODUCTION

Coordinated regulation of suites of genes in response to fluctuations in zinc availability is a cornerstone of cellular zinc homeostasis, which is essential across the phyla to allow adaptation to different environmental or nutritional conditions. For example, zinc must be tightly regulated for the correct population of protein metal binding sites and for other functions such as modulation of neurotransmission and intracellular signaling. These zinc-regulated genes include cell membrane zinc transporters and intracellular zinc storage proteins such as metallothionein.

Many transcription factors that control the expression of these genes have been identified and probed mechanistically at the molecular level to develop an understanding of how cells control the availability of zinc under conditions of a variable supply. The main players in bacteria fall into two groups. The ArsR and MerR families are transcriptional derepressors, where zinc binding induces a conformational change to inhibit DNA binding and allow expression of proteins that confer zinc tolerance. Transcription factors in the Fur family (specifically Zur) bind to DNA in the metal-bound form to repress transcription of zinc resistance genes (reviewed in reference 1). In the budding yeast Saccharomyces cerevisiae the transcription factor ZAP1 coordinates the expression of genes involved in zinc homeostasis generally, although not exclusively (2, 3), through a transcriptional activating function when zinc-limiting conditions promote binding to DNA. ZAP1 targets include genes coding for transporters that increase cytosolic zinc concentration under these conditions, notably the high-affinity zinc uptake transporter ZRT1 (4) and the vacuolar zinc exporter ZRT3 (5). In the fission yeast Saccharomyces pombe the transcription factor Loz1 plays a role in zinc homeostasis through responding to zinc excess to repress a suite of genes including those coding for the high-affinity zinc uptake transporter Zrt1 and for Adh4, a putative mitochondrial iron-dependent alcohol dehydrogenase that is expressed preferentially to the abundant, zinc-dependent Adh1 when zinc is limiting (6).

In mammals the transcription factor MTF1 responds to zinc to translocate from the cytoplasm to the nucleus and to bind to the metal response element (MRE). Binding of zinc to the outermost zinc fingers (1, 5, and 6) of the N-terminal DNA-binding domain, which comprises six Cys_2_His_2_ zinc fingers, appears to be responsible for the zinc-sensing function (7). Acidic, proline-rich, and serine/threonine-rich domains in the carboxyl half of the protein together form the transcription activation domain (8). The classical MTF1-induced response is activation of transcription, including transcription of the *SLC30A1* (ZnT1) gene (9), whose product mediates efflux of zinc from the cell (10), and of metallothionein genes (11). However, MTF1 can also repress gene transcription, as observed for *Slc39a10* (ZIP10) genes in both zebrafish (12) and mice (13), and for human and mouse selenoprotein H genes (14). Kruppel-like factor 4 (KLF4) has a role in the inducing transcription of the *Slc39A4* (Zip4) gene in mouse intestine under conditions of restricted zinc supply (15), but potential wider-ranging actions of this transcription factor in zinc homeostasis have not been reported.

Major gaps in knowledge and understanding of transcriptional regulatory processes important in zinc homeostasis remain. Notably, the identity of a metazoan transcriptional regulatory protein with a function to repress transcription of multiple genes to coordinate a homeostatic cellular response under conditions of elevated zinc availability has not been uncovered. Our recent identification of a regulatory DNA sequence element as the binding site for a protein with this function—the ZTRE (zinc transcriptional regulatory element) (16)—advanced our understanding of this process. We report here the identity of a transcription factor that acts through the ZTRE to mediate transcriptional repression in response to zinc of a suite of genes in human cells. We also report that this transcription factor plays a role in the control of ribosome biogenesis, thus coordinating this highly zinc-demanding process with the available zinc supply.

## MATERIALS AND METHODS

### Cell culture, transfection, and treatment with zinc.

Caco-2 cells were grown and passaged under standard conditions as described previously (17) and seeded at 3.5 × 10^5^ cells/9.6-cm^2^ well in six-well plates 24 h prior to transfection with small interfering RNA (siRNA) targeted to ZNF658 (see Table S1 in the supplemental material) or with a control siRNA using Lipofectamine RNAiMAX (Invitrogen), according to the manufacturer's instructions and using 0.35 μg of siRNA per well (10 nM). Medium containing the siRNA transfection mixture was replaced with complete medium after 24 h. To measure the effect of ZNF658 knockdown on the response of genes to zinc by reverse transcription-quantitative PCR (RT-qPCR), medium was replaced with serum-free medium containing either no additional zinc (3 μM) or containing 100 μM ZnSO_4_, and RNA was isolated from cells after a further 24 h. To measure the effect of ZNF658 knockdown on the response of promoter-reporter plasmid constructs to zinc, the cells were then transfected using Lipofectamine 2000 (Invitrogen), according to the manufacturer's instructions, and using 1 μg of plasmid DNA per well, which was added after the cells had been maintained in complete medium for 24 h after ZNF658 knockdown. Medium containing the transfection mixture was replaced with complete medium after 24 h, and after a further 24 h the medium was replaced with serum-free medium either containing no additional zinc (3 μM) or containing 100 μM ZnSO_4_. Protein was extracted from cells for the measurement of reporter gene (β-galactosidase) activity after a further 24 h. The same procedures were used to determine the effect of siRNA targeted to ZNF658 on expression of recombinant ZNF658 (with a C-terminal myc epitope tag), but the order of transfection was reversed such that Caco-2 cells were transfected first with the plasmid construct (pCMV6-ZNF658-myc-DDK) and then with siRNA.

### Plasmid constructs.

Promoter-reporter plasmids (pBlue*SLC30A5*prom, pBlue*SLC30A10*prom, and pBlue*CBWD*prom) were as described previously (16, 18). Plasmid pBlue*SLC30A5*prom_Δ−91to−84_, corresponding to pBlue*SLC30A5*prom but with the 5′ side of the ZTRE (corresponding to bases −91 to −84 relative to the transcriptional start site [TSS] of the *SLC30A5* gene) deleted, was generated from pBlue*SLC30A5*prom by PCR using a pair of complementary primers with sequences that included the ZTRE, omitting the 8 bases to be deleted: _−109_GCGCAGACGCAAGGCTGGG_(CACTCCCC)_CGGGAGTGAGGGTTGCTGGG_−64_ and _−64_CCCCAGCAACCCTCACTCCCG_(GGGGAGTG)_CCCAGCCTTGCGTCTGCGC_−109_. (Sequence numbering is expressed relative to the *SLC30A5* TSS. The full ZTRE sequence spans bases −91 to −76. The subscript text shows the deleted section excluded from the primers. The underlined bases represent the 3′ side of the ZTRE.) The primer concentration was 0.5 μM, and ∼100 ng of template was used. Amplification was performed with HotStarTaq DNA polymerase (Pol; Qiagen), using the supplied buffer with thermal cycling parameters of 95°C for 5 min, followed by 40 cycles of 94°C for 30 s, 57°C for 30 s, and 72°C for 60 s. The (methylated) template was then subjected to digestion using DpnI (Promega), which cleaves at only a methylated target sequence, and then the product, after purification using NucleoSpin gel and PCR Cleanup (Macherey-Nagel), was used to transform Top10 competent Escherichia coli (Invitrogen). Minipreparations of plasmid DNA (QuickLyse miniprep kit; Qiagen) were sequenced (MWG Eurofins) to confirm the presence of the mutation.

Plasmid pCMV6-ZNF658-myc-DDK used for the overexpression of ZNF658 with the myc epitope as a C-terminal fusion, was purchased from Origene. Plasmid pCMV6-ZNF658ΔZF12-15-myc-DDK (for the expression of ZNF658 with zinc fingers 12 to 15 [amino acids 770 to 904] deleted) was generated from pCMV6-ZNF658-myc-DDK by PCR with primers that annealed either side of the required deletion to generate a linear product that was then self-ligated. The primers were _2878_TCAGGGGAGAAGCCCTATGAATGCAGTG_2905_ and _2459_GGGTTTCTCCCCTGTGTGAATTCTCCGATG_2430_ (numbering according to ZNF658 RefSeq NM_033160.5) and used at 1 μM with ∼100 ng of template. Amplification was performed with Phusion high-fidelity DNA polymerase (Thermo Scientific), using the supplied buffer plus 5% (vol/vol) dimethyl sulfoxide under thermal cycling parameters of 98°C for 3 min and then 35 cycles of 98°C for 30 s and 72°C for 4 min and 30 s. Digestion of the template using DpnI and product purification was carried out as described above. The purified product was then ligated using T4 DNA ligase (Promega) and used to transform Top10 competent E. coli (Invitrogen). Minipreparations of plasmid DNA (QuickLyse miniprep kit) were sequenced (MWG Eurofins) to confirm presence of the mutation.

### EMSA and preparation of protein sample for mass spectrometry.

Electrophoretic mobility shift analysis (EMSA) of an infrared dye (IRD)-labeled probe corresponding to a 212-bp region of the ZnT5 (*SLC30A5*) promoter (positions −156 to +46 relative to the transcription start site; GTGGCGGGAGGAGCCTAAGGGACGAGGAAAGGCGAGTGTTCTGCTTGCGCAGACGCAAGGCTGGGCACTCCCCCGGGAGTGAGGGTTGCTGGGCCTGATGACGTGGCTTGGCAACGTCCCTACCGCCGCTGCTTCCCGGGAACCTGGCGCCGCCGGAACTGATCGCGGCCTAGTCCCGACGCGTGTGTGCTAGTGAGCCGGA [the ZTRE is underlined]) was performed using nuclear extract from Caco-2 cells maintained for 24 h in serum-free medium containing 100 μM zinc, as described previously (16). The band corresponding to the specific complex formed, which involved binding to the ZTRE sequence, as shown by competition using a 50-bp double-stranded oligonucleotide competitor containing the ZTRE (positions −124 to −75 of the *SLC30A5* gene) (16), was excised, cut into small pieces (ca. 1 mm^2^), and dried under vacuum. The gel pieces were then rehydrated on ice with 10 μl of digestion buffer (25 mM Tris-HCl [pH 8], 5 mM CaCl_2_; Promega) containing 25 ng of trypsin. After 10 min, a further 10 to 20 μl of the same buffer (without trypsin) was added to cover the gel slices, and the digestion was incubated for 16 h at 35°C. The resulting tryptic peptides were extracted twice using 10 to 20 μl of 0.1% trifluoroacetic acid in 60% acetonitrile at 56°C for 30 min, dried under vacuum, dissolved in 10 μl of 0.1% trifluoroacetic acid, and purified with Zip-Tip C18 pipette tips (Millipore), according to the manufacturer's recommended protocol. Peptides were eluted from the tip directly onto the matrix-assisted laser desorption ionization (MALDI) plate with matrix solution of alpha cyano-4-hydroxycinnamic acid (10 mg/ml) saturated in 50% acetonitrile and 0.1% trifluoroacetic acid.

EMSA using protein extract from Caco-2 cells transfected transiently with pCMV6-ZNF658-myc-DDK was used to demonstrate the binding of recombinant ZNF658 specifically to the ZTRE in *SLC30A5* by demonstrating supershifting of the specific band by anti-myc antibody. EMSA using protein extract from Caco-2 cells transfected transiently with pCMV6-ZNF658ΔZF12-15-myc-DDK was used to test the requirement for zinc fingers 12 to 15 for binding to the *SLC30A5* promoter. As described previously (16), the quantities of probe (positions −156 to +46 of the *SLC30A5* gene) and protein extract were 50 fmol and 5 μg, respectively, and the 50-bp oligonucleotide competitor that includes the ZTRE, when included in binding reactions, was used at a 200-fold excess over probe. Where included, anti-myc antibody (Sigma, catalog no. F1804) was added at 1 μg per binding reaction, followed by incubation for 20 min before loading.

An IRD-labeled probe corresponding to the same 212-bp region of the *SLC30A5* promoter used in the EMSA prior to band excision for analysis by mass spectrometry as described above (positions −156 to +46 relative to the TSS) but with the 5′ side of the ZTRE (corresponding to bases −91 to −84 relative to the TSS) deleted was generated as described previously for the equivalent probe without the deletion (16) but using plasmid pBlue*SLCC30A5*prom_Δ−91to−84_ (described above) in place of plasmid pBlue*SLCC30A5*prom.

### MALDI-time of flight (TOF) mass spectrometry.

The peptide mixture obtained by trypsin digestion of the protein sample prepared after EMSA of Caco-2 cell nuclear protein using the ZnT5 probe was analyzed using a Voyager DE-STR MALDI-TOF mass spectrometer (Applied Biosystems, Inc.). The instrument was equipped with a delayed extraction ion source, used a nitrogen laser at 337 nm and was operated in reflector mode at accelerating voltages of 20 to 25 kV. Mass spectra were obtained over a mass range of 900 to 4,000 Da, and monoisotopic peptide mass fingerprints were assigned and used for database searches. Identifications were performed using the peptide mass fingerprint data and the Mascot search engine program (Matrix Science, Ltd.) in which the peptide mass tolerance was limited to 50 ppm and searched against the MSDB (release 20063108, built 31 August 2006) protein sequence database.

### Measurement of relative RNA levels by RT-qPCR.

RNA was prepared from Caco-2 cells using TRIzol reagent (Invitrogen), and integrity was confirmed by using an Agilent 2100 bioanalyzer. RNA was treated with DNase (Roche; according to the manufacturer's instructions), and then first-strand cDNA synthesis was carried out using Superscript III RNase H^−^ reverse transcriptase (Invitrogen) and random hexamer primers (Promega), following the manufacturer's instructions. The relative levels of ZnT5, ZnT10, CBWD, ZNF658, GAPDH (glyceraldehyde-3-phosphate dehydrogenase), and β-actin mRNA and of 45S and 18S rRNA were measured using a Roche LightCycler 480 and SYBR green I master mix (Roche) with 20-μl reactions set up in 96-well format containing 0.5 μM concentrations of each primer. Primer sequences and thermal cycling parameters for ZnT5, ZnT10, CBWD, and GAPDH primers were as specified previously (16). The primers used to measure ZNF658 to confirm knockdown were as follows: GCTGCGCACCTGGGCTGAAC (forward) and CCCGGGTGAATTCCACAGTCACG (reverse). The primers for 45S rRNA were GTCAGGCGTTCTCGTCTCC (forward; bases 312 to 330 in NR_046235) and CGTCACCACATCGATCACGA (reverse; bases 446 to 427 in NR_046235). The primers for 18S rRNA were purchased from Primer Design, Southampton, United Kingdom (the sequences were not specified by the supplier), and amplify the 93-bp region comprising bases 92 to 184 in NR_003286. The primers for β-actin were CTGGAACGGTGAAGGTGACA (forward; bases 1359 to 1378 in NM_001101) and AAGGGACTTCCTGTAACAATGCA (reverse; bases 1455 to 1433 in NM_001101). Thermal cycling parameters were 95°C for 5 s, 60°C for 10 s, and 72°C for 10 s for 45 cycles. The ΔΔ*C_T_* method was used to calculate the relative levels of specific mRNAs at 100 μM compared to 3 μM zinc (standard serum-free culture medium) or where 2 μM TPEN was added to standard serum-free culture medium, with GAPDH or β-actin as the reference gene, as specified in Results.

### Western blotting.

Protein preparation, SDS-PAGE, blotting, and incubation with antibody (anti-myc; Sigma catalog no. F1804, used at a 1:1,000 dilution) were as described previously (19).

### Measurement of reporter gene expression.

Protein extracts were prepared from Caco-2 cells, and the activity of the β-galactosidase reporter gene was measured using chlorophenol red-β-d-galactopyranoside (CPRG) as the substrate, as described previously (18). The protein concentration of samples was measured using Bradford reagent (Bio-Rad Laboratories), and the relative specific activities were calculated.

### Statistical analysis.

Measurements of relative mRNA levels and of reporter gene activity at 100 μM zinc were expressed relative to the corresponding measurements made at 3 μM zinc or after the addition of 2 μM TPEN and then analyzed by one-way analysis of variance (ANOVA) and Tukey's posttest (for multiple comparisons) or by two-tailed Student unpaired *t* test (for single comparisons), taking *P* < 0.05 as significant.

### Analysis of RNA by hybridization to oligonucleotide microarrays.

Total RNA was isolated from Caco-2 cells (*n* = 3 each for cells transfected as described above with each of two siRNAs targeted to ZNF658 or with control siRNA) using a Pure Link RNA minikit (Ambion) following the manufacturer's protocol, and the RNA integrity was confirmed by using an Agilent bioanalyzer before hybridization to Illumina HT12 bead chip arrays. RNA labeling, amplification, and hybridization were performed by ServiceXS, Netherlands. Raw microarray scan files were exported using the Illumina Beadstudio program and loaded into R for downstream analysis. The data were transformed and normalized using the variance stabilizing normalization method. Probes with signals that fulfilled the criteria of Illumina probe detection *P* value of <0.01 were scored as positive. The data were then analyzed by the Newcastle Bioinformatics Support Unit. Significant changes of >1.2-fold were calculated using the rank product method.

### Accession number.

The data described above have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE59385.

## RESULTS

### Identification of ZNF658 by mass spectrometry as a protein that binds to the ZTRE.

We identified the ZTRE previously as a promoter sequence element involved in transcriptional repression of three different genes (*SLC30A5* [ZnT5 gene], *SLC30A10* [ZnT10 gene], and *CBWD*) in response to zinc (16). We identified the ZTRE sequence initially by virtue of observing that a specific band revealed by EMSA using the zinc-responsive region of the *SLC30A5* promoter was dependent on the retention of this sequence in the probe. Our approach to identify the transcriptional regulatory protein responsible for mediating zinc-induced transcriptional repression through the ZTRE was to excise this specific band from the gel and identify peptide fragments released by trypsin digestion by MALDI-TOF protein mass spectrometry. Alignment between proteins and peptides predicted by the mass profile using Mascot software (Matrix Science) detected ZNF658 (NM_033160.5) (*P* < 0.05; probability-based Mowse score > 64). Based on theoretical translation, ZNF685 is a protein of 1,059 amino acids. The peptide mass fragments corresponding to this protein covered 168 of these amino acids (16%) and numbered 16 of the 60 fragments that would be generated by trypsin-mediated hydrolysis of the protein (Fig. 1). When aligned with the Saccharomyces cerevisiae genome database (http://www.yeastgenome.org/) using BLASTP the alignment with the lowest E value (3.7e^−30^) was with ZAP1, the yeast zinc-dependent transcription factor responsible for coordinating the yeast transcriptional response to zinc-limiting conditions (20). Inspection of the sequence of ZNF658 (for the motif C-X_2_-C-X_12_-H-X_3_-H) indicates an unusually large number of zinc fingers, totaling 21 (of which the first has a HisCys-His_2_ configuration and the sixteenth has the unusual Cys_2_-His-Arg configuration). Zinc fingers 12 to 16 in ZNF658 align with the DNA binding domain (zinc fingers 3 to 7 [20]) of ZAP1 (Fig. 2). Inspection of the sequence of ZNF658 reveals the presence of a KRAB (Kruppel-associated box) domain at the N terminus (Fig. 2). Approximately one-third of human zinc finger proteins include this N-terminal domain, which typically represses transcription where it is bound by virtue of interaction with factors involved with chromatin remodeling (21).

**FIG 1:**
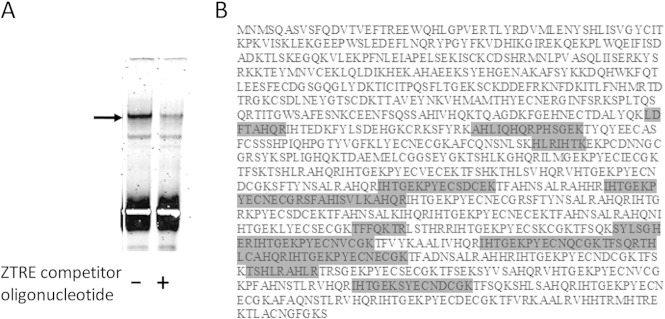
Identification of ZNF658 as a candidate ZTRE-binding protein. (A) Identification by EMSA of a specific band resulting from binding of a protein factor to the ZTRE in the SLC30A5 promoter that was subsequently analyzed by MALDI-TOF. An IRD-labeled probe (50 fmol), corresponding to the region from positions −156 to +46 of the *SLC30A5* gene was electrophoresed through a nondenaturing 5% polyacrylamide gel after incubation with protein extract prepared from Caco-2 cells. Competitor oligonucleotide, including the ZTRE (200-fold excess over probe) was included in the binding reaction as indicated. The arrow indicates the position of the band analyzed. (B) Peptides generated by trypsin-mediated hydrolysis of ZNF658 with masses corresponding to fragments detected by MALDI-TOF mass spectrometry in the protein mixture obtained from the band shown in panel A. The highlighted regions of protein sequence indicate the peptides, which cover 168 of the 1,058 amino acids (16%).

**FIG 2:**
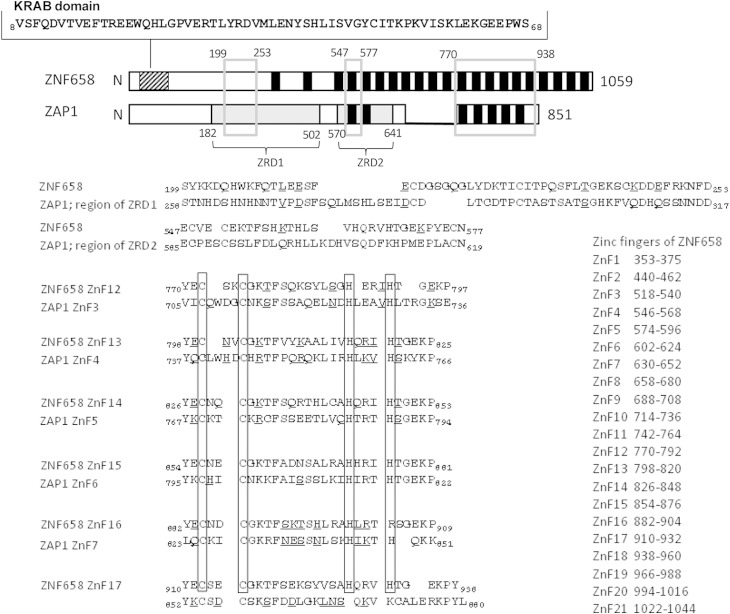
Alignment of ZNF658 and yeast ZAP1, highlighting regions of similarity. The 21 zinc fingers of ZNF658 and the 7 zinc fingers of ZAP1 are shown as black boxes. The KRAB domain of ZNF658 is indicated by a hatched box, and the amino acid sequence (positions 61 to 68) is shown. The zinc-responsive domains (ZRDs) of ZAP1 are shaded gray and labeled, with numbering indicating amino acid positions. Open boxes (gray lines) identify regions of similarity, with numbering indicating amino acid positions; alignments between these regions are shown below with identical amino acids highlighted in boldface, and conservative substitutions are indicated by underlining. For the region including zinc fingers 3 to 7 of ZAP1, the alignment with the corresponding region of ZNF658 is shown for each individual zinc finger, with the two cysteines and two histidines (or arginine) highlighted. The positions of the 21 zinc fingers of ZNF658 in the amino acid sequence are indicated.

### Knockdown of ZNF658 by siRNA abrogates or attenuates transcriptional repression by zinc of genes regulated through the ZTRE.

The findings presented above indicated that ZNF685 was likely to be a zinc-dependent transcriptional regular that binds to the ZTRE. We thus investigated the effect of siRNA-mediated knockdown of ZNF658 on a panel of three genes known to respond to zinc through the ZTRE: *SLC30A5* (ZnT5 gene), *SLC30A10* (ZnT10 gene), and *CBWD* (16). Successful knockdown of ZNF658 in Caco-2 cells (by at least 60% compared to a control siRNA) was confirmed by RT-qPCR for each of two siRNAs targeted to different regions of the ZNF658 CDS used for these experiments (Fig. 3A). The effect of siRNA on expression of ZNF658 protein was investigated by Western blotting, using an anti-myc antibody and extract from cells expressing recombinant ZNF658 from a cytomegalovirus (CMV) promoter with a C-terminal myc epitope tag. Although the reduction in protein expression achieved was modest (15%; *P* < 0.05; Fig. 3B), as expected based on the high level of overexpression of the recombinant protein from the CMV promoter, together the data demonstrated efficacy of siRNA-mediated knockdown of ZNF658 protein, as well as mRNA. We used two complementary approaches to determine whether ZNF658 mediated transcriptional regulation of the panel of three genes in response to zinc. First, we sought to determine whether the reduced expression of ZNF658 abrogated the effect of zinc to reduce expression of each corresponding endogenous transcript. Second, we investigated whether the effect of zinc to repress expression of a reporter gene driven by *SLC30A5* (ZnT5 gene), *SLC30A10* (ZnT10 gene), and *CBWD* promoters in promoter-reporter constructs was affected by knockdown of ZNF658. Both approaches generated data consistent with ZNF658 being required for the response to zinc. The levels of all three mRNAs were reduced at 100 μM compared to 3 μM zinc in Caco-2 cells transfected with the control siRNA, replicating the response we measured previously (16). However, when expression of ZNF658 was reduced by either of the two targeted siRNAs these responses were abrogated (Fig. 3C). In addition, one of the two siRNAs (siRNA2) reduced the levels of ZnT5, ZnT10, and CBWD mRNAs. The other siRNA (siRNA1) had no effect on the levels of ZnT5 and CBWD mRNAs *per se* (only on their response to zinc) but reduced the expression of ZnT10 mRNA (Fig. 3C). Using the promoter-reporter constructs, the transcriptional repression in response to 100 μM zinc observed consistently in this experimental model (16) and reproduced in the current experiments in the presence of the control siRNA, was abrogated by ZNF658 knockdown using siRNA2 for all three test genes. When knockdown of ZNF658 was by siRNA1 the response to zinc was abrogated for ZnT10 and CBWD, whereas for ZnT5 the response was not abrogated but was attenuated (Fig. 3D).

**FIG 3:**
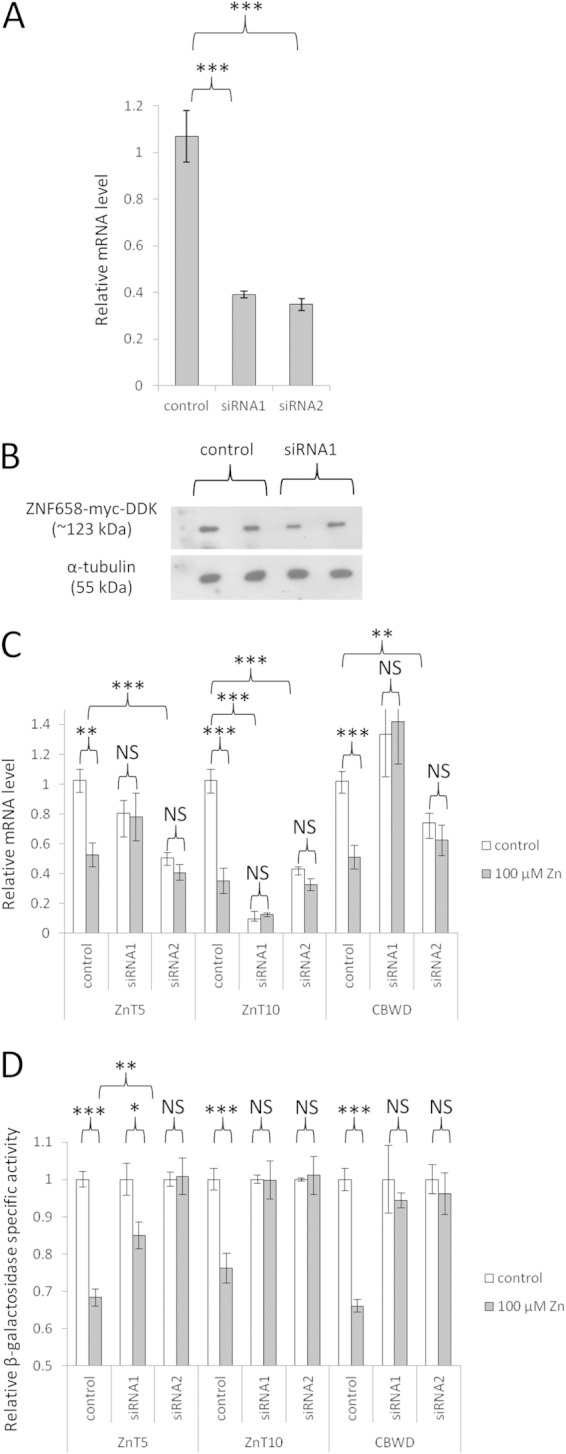
Effect of siRNA-mediated knockdown of ZNF658 on the response to zinc of ZnT5, ZnT10, and CBWD. (A) Confirmation of efficacy of siRNA-mediated knockdown of ZNF658 to reduce ZNF658 mRNA. Caco-2 cells were transfected with 10 nM either of two siRNAs targeted to ZNF658 (siRNA1 or siRNA2), or with the negative-control siRNA, and RNA was extracted after 48 h. ZNF658 mRNA was quantified by RT-qPCR using GAPDH as a reference gene. The data are means ± the SEM from three independent experiments (*n* = 7) for siRNA1 and from two independent experiments (*n* = 12) for siRNA2. ***, *P* < 0.001 (Student unpaired, two-tailed *t* test). (B) Confirmation of efficacy of siRNA-mediated knockdown of ZNF658 to reduce ZNF658 protein. Caco-2 cells were transfected with a plasmid construct to express recombinant ZNF658 with a C-terminal epitope tag (pCMV6-ZNF685-myc-DDK) and then with siRNA, and protein was analyzed by Western blotting with anti-myc or α-tubulin (loading control) antibody. Quantification by densitometry of signal intensities for myc expressed as a ratio of α-tubulin gave values of 1 ± 0.01 (control siRNA) versus 0.85 ± 0.03 (siRNA1) in means ± the standard deviations (*P* < 0.05 [Student unpaired two-tailed *t* test]). (C) Effect of siRNA-mediated knockdown of ZNF658 on mRNA levels. Caco-2 cells were transfected with 10 nM siRNA targeted to ZNF658 (or negative control) and treated with 100 μM zinc (or control) 24 h after transfection. RNA was extracted after a further 24 h, and the levels of the specific transcripts, relative to the level at the control (siRNA and zinc) condition, were measured by RT-qPCR using GAPDH as a reference gene. For siRNA1, data represent means ± the SEM from three independent experiments for ZnT5 (*n* = 4 to 6) and from two independent experiments (*n* = 3 or 4) for ZnT10 and CBWD. For siRNA2, data are means ± the SEM from two independent experiments (*n* = 6). **, *P* < 0.01; ***, *P* < 0.001 (one-way ANOVA and then Tukey's posttest; NS, not significant). (D) Effect of siRNA-mediated knockdown of ZNF658 on gene promoter activity. Caco-2 cells were cotransfected with 10 nM siRNA targeted to ZNF658 (or negative control) plus promoter reporter constructs comprising the region immediately upstream of and including part of the 5′ untranslated region (UTR) of each of the human ZnT5 (*SLC30A5*), ZnT10 (*SLC30A10*), and *CBWD* genes upstream of the β-galactosidase reporter gene in the vector pBlue-TOPO (Invitrogen). Cells were treated with 100 μM zinc 24 h after transfection, and the reporter gene activity was measured after a further 24 h and is expressed as a specific activity relative to total protein as determined using Bradford reagent, with bovine serum albumin (BSA) as the standard, which was then normalized for each gene and siRNA condition to the value measured at the lower zinc concentration. The data are means ± the SEM for 5 or 6 samples from two independent experiments for siRNA1 and for 3 samples from one experiment for siRNA2. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001 (one-way ANOVA and then Tukey's posttest; NS, not significant).

### ZNF658 binds specifically to the ZTRE.

To demonstrate that ZNF658 binds specifically to the ZTRE, we carried out EMSA using as the labeled probe the same region of the *SLC30A5* promoter that we used in EMSA to identify this protein initially, as described above, and using protein extract from Caco-2 cells expressing recombinant ZNF658 with a C-terminal myc epitope tag. Competition by excess unlabeled double-stranded oligonucleotide that includes the ZTRE demonstrated specificity of the band observed (Fig. 4, lane 2). A major proportion of this band underwent a supershift when anti-myc antibody was included in the binding reaction, demonstrating that it represented a complex including the labeled probe with ZNF658 bound to the ZTRE (Fig. 4, lane 3).

**FIG 4:**
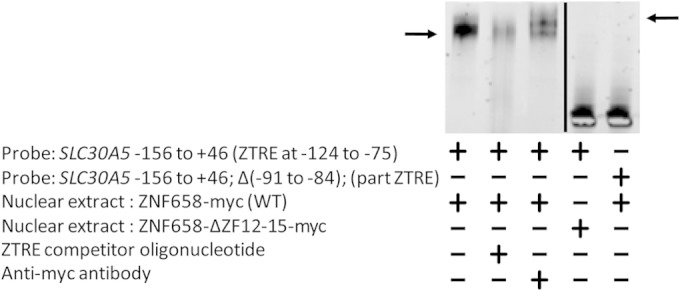
EMSA was performed to show directly the binding of ZNF658 to the ZTRE in *SLC30A5*and that zinc fingers 12 to 15 of ZNF658 plus both sides of the ZTRE are required for binding to occur. An IRD-labeled probe (50 fmol), corresponding to the region from −156 to +46 of the *SLC30A5* gene, or the same region excluding base pairs −91 to −84, as indicated, was electrophoresed through a nondenaturing 5% polyacrylamide gel after incubation with protein extract prepared from Caco-2 cells transfected to overexpress transiently wild-type ZNF658, a variant with the region corresponding to zinc fingers 12 to 15 deleted, or a negative-control protein (ZnT8) with the myc epitope as a C-terminal fusion. Competitor oligonucleotide, including the ZTRE (200-fold excess over probe), and/or anti-myc antibody was included in the binding reaction as indicated. The arrow on the left indicates the position of the specific complex between the probe and recombinant, myc-tagged ZNF658. The arrow on the right indicates the position of the supershifted band observed when anti-myc antibody was included in the binding reaction. The results are representative of multiple repeats of the experiments.

### Zinc fingers 12 to 15 of ZNF658 are required for binding to the ZTRE.

Based on the alignment between the sequence of ZNF658 and yeast ZAP1, we proposed that the DNA binding domain includes zinc fingers 12 to 15. To test this idea, we deleted this region from the plasmid construct containing the ZNF658 coding sequence fused to a C-terminal myc epitope tag and expressed this recombinant protein in Caco-2 cells. Analysis by EMSA of the nuclear extract from these cells revealed that no complex formed with the probe containing the ZTRE (Fig. 4B, lane 5). At least one of the zinc fingers in the deleted region is thus necessary for the binding of ZNF655 to the ZTRE.

### One side of the palindromic ZTRE is insufficient as a binding target for ZNF658 or to mediate transcriptional repression in response to zinc.

To advance our knowledge of the sequence specifications of functional ZTREs, we investigated whether both sides of the palindrome are necessary for the binding of ZNF658 and for mediating transcriptional repression in response to zinc. Deletion of the 3′ side of the ZTRE from the *SLC30A5* probe used for EMSA abrogated binding of recombinant ZNF658 (Fig. 4B, lane 6). Expression of the reporter gene from the *SLC30A5* promoter-reporter construct with the same region deleted became unresponsive to zinc (Fig. 5). Both sides of the ZTRE are thus required for the binding of ZNF658 and for transcription to be repressed by zinc.

**FIG 5:**
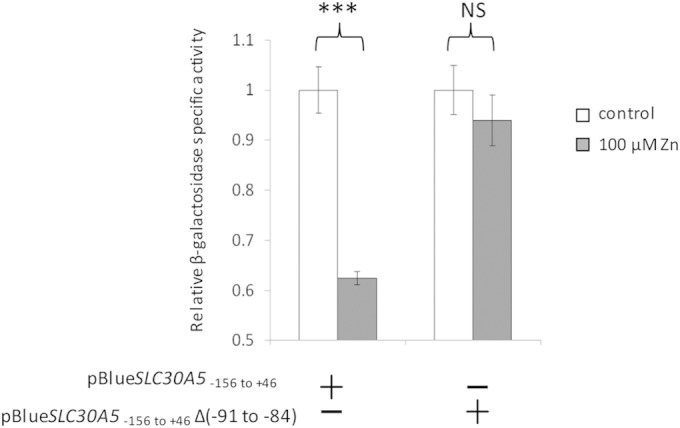
Effect of deleting the 3′ side of the ZTRE palindrome on the response of the *SLC30A5* promoter to zinc. Caco-2 cells were transfected with a promoter reporter construct comprising the region immediately upstream of and including part of the 5′ UTR of the human ZnT5 (*SLC30A5*) gene (−156 to +46 relative to the TSS) or with an equivalent construct in which the region −91 to −84, comprising the 3′ side of the ZTRE palindrome, was deleted, upstream of the β-galactosidase reporter gene in the vector pBlue-TOPO (Invitrogen). Cells were treated with 100 μM zinc 24 h after transfection, and the reporter gene activity was measured after a further 24 h and is expressed as the specific activity relative to the total protein as determined using Bradford reagent, with BSA as the standard, which was then normalized to the value measured at the lower zinc concentration. The data are means ± the SEM for *n* = 3. ***, *P* < 0.001 (one-way ANOVA and then Tukey's posttest; NS, not significant).

### The profile of transcripts affected by reducing expression of ZNF658 indicates a role in the regulation of ribosome biogenesis.

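The transcriptome was measured in Caco-2 cells, a human colon carcinoma line that can differentiate into enterocyte-like cells, after transfection with siRNA at 10 nM. The 12 arrays form 4 groups of 3. ZNF658 siRNA 1 and control siRNA 1 came from Ambion, and ZNF658 siRNA 2, a pool, and control siRNA 2 came from Dharmacon. The sample labels name both controls, while Table S1 names only the Dharmacon control for the arrays. The authors exported a mean bead intensity and a detection P value for each probe and array, without normalization between arrays. These intensities were background corrected with the neqc function of limma, which infers the level of the negative controls from the detection P values. The smallest step of those P values points to about 770 negative control probes. The corrected intensities were quantile normalized and expressed on a log2 scale with an offset of 16. Of the probes on the array, 14804 had a detection P value under 0.01 on all 3 arrays of at least 1 group and were tested. The gene table names 11868 of them, which stand for 9203 genes. None is named ZNF658, so the knockdown itself was not read from the arrays. Each ZNF658 siRNA was compared with the control from its own supplier in a limma fit over all 12 arrays, and the effect of both siRNAs is the mean of the 2 comparisons. A probe was called higher or lower at a Benjamini-Hochberg adjusted P value under 0.05 and a change of at least 1.2-fold. Between 14454 and 16167 probes were detected per array. The number of arrays limits the precision. Data of the same size were simulated with noise independent between probes, which may be too favourable for real arrays. There, 92% of probes changed 2-fold by both siRNAs were called, against 68% for siRNA 1 alone and 58% for siRNA 2 alone. All probes changed 4-fold were called. The closest array by correlation belonged to the same supplier's pair for 12 of 12 arrays and to the same group for 8 of 12. Replicate 3 of ZNF658 siRNA 2 correlated at 0.987 to 0.989 with replicates 1 and 2 of control siRNA 2, above its 0.971 to 0.983 with its own group. Replicate 3 of control siRNA 2 correlated at 0.960 to 0.973 with replicates 1 and 2 of ZNF658 siRNA 2, above 0.945 to 0.948 with its own. The controls themselves differed at 301 probes. The P values measure the spread between arrays within these groups and nothing beyond it.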

To probe further the effects of ZNF658 on gene expression, we determined the effect of knockdown using siRNA on the transcriptome of Caco-2 cells. Seventy-seven probes on an Illumina HT12 bead chip microarray detected transcripts that were increased by knockdown of ZNF658 and 69 probes detected transcripts that were reduced (Table 1). rRNA 18S5 showed the biggest change in abundance, being reduced by 9.70-fold. rRNA28S5 was reduced by 2.6- to 1.68-fold. Also, 29 of the probes corresponding to transcripts increased by ZNF658 knockdown corresponded with ribosomal proteins or ribosomal protein pseudogenes. 

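With ZNF658 siRNA 1, the probe for 18S rRNA, the RNA of the small ribosomal subunit, read 9.95 ± 0.65 on the log2 scale (SD, n = 3) against 13.35 ± 2.26 with control siRNA 1, a log2 fold change of −3.40 (standard error 1.07, adjusted P = 0.69 from limma). With ZNF658 siRNA 2 it read 12.81 ± 2.55 against 10.61 ± 0.83, a log2 fold change of 2.2 (standard error 1.07, adjusted P = 0.89). The 2 probes for 28S rRNA, of the large subunit, had log2 fold changes of −1.92 (standard error 1.07) and −1.13 (standard error 0.52) with siRNA 1, and 0.15 and 0.53 with siRNA 2, none of them called. The transcripts that rose were IFIT2 and IFIT1, which encode antiviral proteins induced by interferon. IFIT2 read 7.39 ± 0.20 with siRNA 1 and 5.16 ± 0.09 with its control, where it was not detected, so it was at least 3.16-fold higher (adjusted P = 0.0010). IFIT1 read 7.32 ± 0.26 and 5.24 ± 0.23 and was at least 3.03-fold higher (adjusted P = 0.033). Averaged over both siRNAs, the 18S rRNA probe had a log2 fold change of −0.60 (standard error 0.76, adjusted P = 0.997), and IFIT2 was the only probe called, at least 1.92-fold higher (adjusted P = 0.012). With siRNA 2 alone IFIT2 had a log2 fold change of 0.37 (standard error 0.23, adjusted P = 0.92) and IFIT1 0.30 (adjusted P = 0.96). In all, limma called 1 probe higher and 0 lower for both siRNAs, 2 higher and 0 lower for siRNA 1, and 0 for siRNA 2. At an unadjusted P under 0.05 these comparisons gave 372, 1067 and 837 probes, where 740 would be expected by chance in each. A rank product test called 8 probes (2 higher, 6 lower), 53 (23 higher, 30 lower) and 11 (all higher). It pools the ranks of all pairs of arrays, so 1 siRNA alone can give a call for both. Its permutations mix values within an array, so the spread of a probe between arrays is not weighed. With array quality weights limma called 1, 841 (498 higher, 343 lower) and 600 (253 higher, 347 lower). These weights were estimated from the same arrays, so the P values obtained with them may be too small. With control siRNA 2 for both siRNAs limma called 8, 161 (132 higher, 29 lower) and 0. In that last setting the siRNA 1 calls also carry the difference between the controls. The log2 fold changes of the siRNAs correlated at a Pearson r of −0.37 across probes, which are not independent replicates, and 39.6% of probes moved in the same direction. The IFIT2 call over both siRNAs was lost with the replicate number as a block (adjusted P = 0.076), all 6 controls as 1 group (0.067) and control siRNA 2 for both siRNAs (0.097), and the IFIT1 call with siRNA 1 likewise (0.051, 0.29 and 0.069). Each was lost in 6 of the 12 fits that leave out 1 array, while the IFIT2 call with siRNA 1 was kept in all 12. The 18S rRNA probe was called lower with siRNA 1 by the rank product test (no value as extreme in 50 permutations), after median scaling in place of quantile normalization (−3.15, adjusted P = 0.0083) and with array quality weights (−4.17, adjusted P = 0.0089). The rank product test and the array quality weights (3.16, adjusted P = 0.034) also called it higher with siRNA 2. Without the arrays numbered 3 of the siRNA 2 pair, a setting chosen after the data had been seen, siRNA 2 gave 268 calls and an 18S rRNA change of 4.14 (adjusted P = 0.031), and both siRNAs together gave 0 calls.

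**Figure D1:**
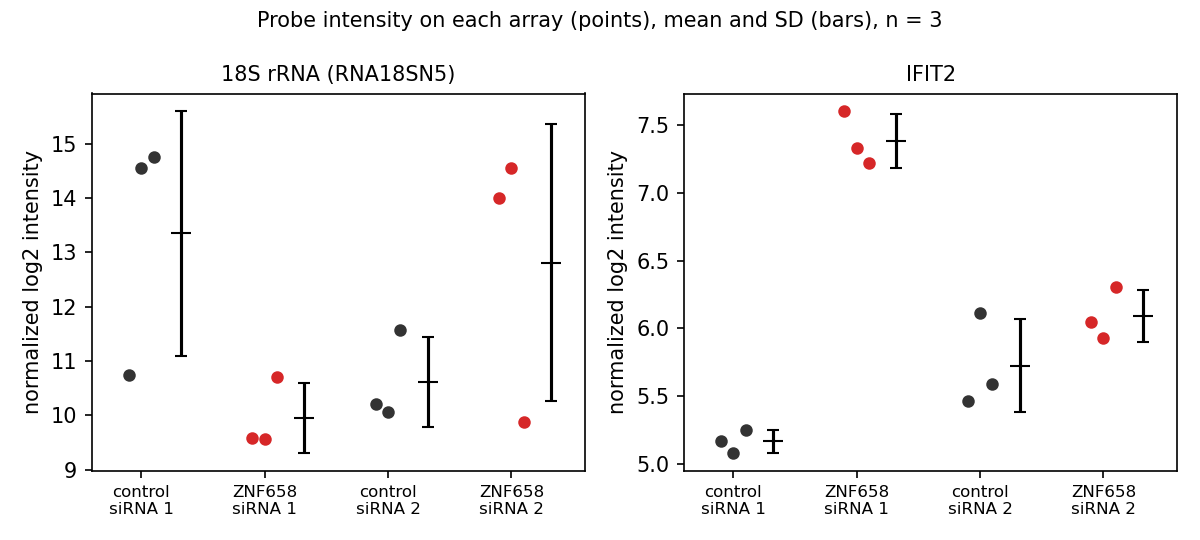
Normalized log2 intensity of the 18S rRNA probe and the IFIT2 probe on each of the 12 arrays, by siRNA group. Points are arrays and bars are the mean and SD of 3 arrays. The 18S rRNA values of a single group lie up to several log2 units apart, as in control siRNA 1, with 10.74, 14.55 and 14.74.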

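Ribosomal protein transcripts encode the protein part of the ribosome. The tested probes named for ribosomal proteins were 128 (110 probes of 68 genes and 18 probes of 15 pseudogenes). Probes without a name were left out. With siRNA 1, 26 of the 128 were at least 1.2-fold higher and 6 at least 1.2-fold lower. With siRNA 2, 1 was higher and 17 were lower. Averaged over both siRNAs, 1 was at least 1.2-fold higher and 3 were lower. RPS26, a protein of the small subunit, had the log2 fold changes 0.66 (standard error 0.20, adjusted P = 0.69) and −0.55 (standard error 0.20, adjusted P = 0.84) with siRNA 1 and siRNA 2. None of the 128 probes was called by limma in any of these comparisons, and at an unadjusted P under 0.05 there were 3 for both siRNAs, 21 for siRNA 1 and 9 for siRNA 2. Over the 68 measured genes of the 79 listed, the camera set test gave an adjusted P of 0.69 for both siRNAs (33 genes above 0 and 35 below) and 0.19, upward, for siRNA 1 (37 above and 31 below). For siRNA 2 the list fell (25 above and 43 below, median log2 fold change −0.07, adjusted P = 0.048), with adjusted P = 0.54 with an estimated correlation. That call was lost with the replicate block (0.053), quantile normalization without background correction (0.056), the authors' table (0.059), no detection filter (0.093) and all 6 controls (0.20). It was also lost in 6 of the 12 fits that leave out 1 array. The difference between the siRNAs' effects gave an adjusted P of 0.036, and adjusted P = 0.39 with an estimated correlation. This call was likewise lost in 6 of the 12 fits. With all 6 controls (0.18) or control siRNA 2 for both siRNAs (0.23) the list was not called. There the controls cancel, so the ZNF658 siRNAs are compared with each other and the difference between their effects is not tested. No gene was called when adjusted over the list alone, except 1 in that difference. After median scaling the list was called higher with siRNA 1 (adjusted P = 0.0011), where the median over all probes also moved to 0.18, and lower for both siRNAs (0.011), as it was with variance-stabilising normalization (0.0095). With array quality weights 14 ribosomal protein probes were called higher with siRNA 1.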

A search for the ZTRE motif “C-A/C-C-T/A/G-C-C-T/C-N(0-50)-G/A-G-A/T/C-G-T/G-G” 1 kb on either side of the TSS of the human 45S rRNA precursor and 1 kb on either side of the 5′ end of each of the mature rRNAs generated through its posttranscriptional processing (18S, 5.8S, and 28S rRNAs) revealed 10 copies (Fig. 6 and Fig. S1 in the supplemental material). We considered the possibility that the ribosomal protein pseudogenes upregulated by knockdown of ZNF658 are, in fact, functional genes repressed by ZNF658 when the zinc supply is adequate and expressed to substitute for other (zinc-dependent) ribosomal proteins when zinc supply is limited. However, a search for the ZTRE in the 1 kb of sequence on either side of the first exon in each of these 13 genes revealed copies in only two of the genes, so this scenario is unlikely. Microarray analysis does not distinguish reliably between ribosomal protein pseudogenes (which, by definition, should not be expressed) and expression of the corresponding functional ribosomal protein genes (22); thus, we assume that matches to ribosomal protein pseudogenes represent the corresponding functional gene. 

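For the 13 ribosomal protein genes of Fig. 6, the brightest probe was above its control for 7 and below for 6 with siRNA 1, and above for 4 and below for 9 with siRNA 2. RPS18 had log2 fold changes of 0.39 (standard error 0.12, adjusted P = 0.69 from limma) with siRNA 1 and −0.16 (adjusted P = 0.94) with siRNA 2. RPL32 had 0.29 (standard error 0.10, adjusted P = 0.69) and −0.15 (adjusted P = 0.93). A change of at least 1.2-fold upward was reached by 3 of the 13 with siRNA 1, and one of at least 1.2-fold downward by 1 of the 13 with siRNA 2. None was called, and over both siRNAs 8 lay above their controls and 5 below. Over all 28 probes of these genes, 13 lay above and 15 below with siRNA 1, 6 of them at least 1.2-fold higher and 0 lower. With siRNA 2, 9 lay above and 19 below, 0 at least 1.2-fold higher and 5 lower. None of the 28 was called. RPL7, of the large subunit, had a log2 fold change of 0.49 (standard error 0.19, adjusted P = 0.69) with siRNA 1 and −0.25 (adjusted P = 0.94) with siRNA 2. The study chose these genes on the same arrays, so their direction is not independent evidence.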

On this basis, our analysis detected 13 ribosomal protein genes expressed at higher levels under conditions of ZNF658 knockdown, and in which the ZTRE occurs infrequently (Table 1 and Fig. 6; see Fig. S2 and S3 in the supplemental material). 

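Genes whose products build the ribosome were also measured. The list of 64 ribosome biogenesis factors, which process rRNA and assemble the subunits, had 59 measured members and fell over both siRNAs (20 above 0 and 39 below, median log2 fold change −0.06, adjusted P = 0.013 from camera), with adjusted P = 0.067 with an estimated correlation. With siRNA 2 alone the list fell too (19 above and 40 below, adjusted P = 0.0064), with adjusted P = 0.058 with an estimated correlation. RRP1B, a nucleolar protein, had a log2 fold change of −0.73 (adjusted P = 0.82 from limma) and NCL, which encodes nucleolin, −0.42 (adjusted P = 0.84), both with siRNA 2. With siRNA 1 the list gave an adjusted P of 0.68, and the difference between the siRNAs' effects gave 0.27. RNA polymerase I and its factors, which transcribe the rRNA precursor, had 14 measured members of 16 and were not called (adjusted P = 0.54 for both siRNAs, 0.31 for siRNA 1 and 0.76 for siRNA 2). No member of either list was called over all probes. Adjusted over the list alone, 1 member of the polymerase list was called with siRNA 1, and no biogenesis factor was called. The biogenesis call over both siRNAs was lost in 3 of the 12 fits that leave out 1 array, with adjusted P up to 0.088 without replicate 2 of control siRNA 2, and the siRNA 2 call also in 3, up to 0.12 without replicate 1 of that control.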

The remarkable clustering of ZTREs in the rRNA precursor, along with the large changes in abundance of rRNAs brought about by reducing ZNF658 expression, is a strong indication that ZNF658 has a role (as yet undefined) in rRNA expression. In preliminary work we attempted to determine whether ZNF658 acting at ZTREs in the 45S rRNA precursor was required for transcription *per se* or for correct processing to the mature rRNAs. We used RT-qPCR to determine whether knockdown of ZNF658 caused a substantial shift in the relative proportion of the 45S rRNA precursor to 18S rRNA. The level of 18S rRNA was approximately 1.3 × 10^3^-fold greater than the level of the 45S precursor molecule, requiring the use of 20-fold less of the RT reaction for its measurement. The difference between *C_T_* values for the two molecules was not affected by knockdown of ZNF658 (6.54 ± 0.32 for control versus 6.36 ± 0.12 with knockdown of ZNF658 (means ± the standard errors of the mean [SEM]; *n* = 4). Thus, there was no change in relative abundance of the precursor and mature rRNAs of sufficient magnitude to be detectable using this assay. However, relative quantification was limited severely by the huge difference in abundance of the two species. The likelihood that the two rRNA species have very different half-lives further confounds interpretation of these data. Hence, we do not draw any conclusions at this stage. We also investigated whether zinc affected rRNA levels, using the 18S rRNA primers and β-actin as the reference gene. We observed that the level under conditions of zinc supplementation was ca. 50% of the level when zinc was depleted (using TPEN) (1.0 ± 0.06 versus 0.54 ± 0.06 [means ± the SEM, *n* = 6, *P* < 0.001]), a finding consistent with the ZTREs in the 45S rRNA precursor being functional with respect to mediating effects of zinc. We speculated that if ribosome biogenesis is controlled by the action of ZNF658 at the ZTRE, then the expression of RNA Pol I may also be regulated through this mechanism. Supporting this idea, we found two copies of the ZTRE close to the TSS in each of *POLR1D* and *POLR1E*, which code for two of the five subunits of RNA Pol I for which we found annotated genes (see Fig. S4 in the supplemental material).

**TABLE 1:**
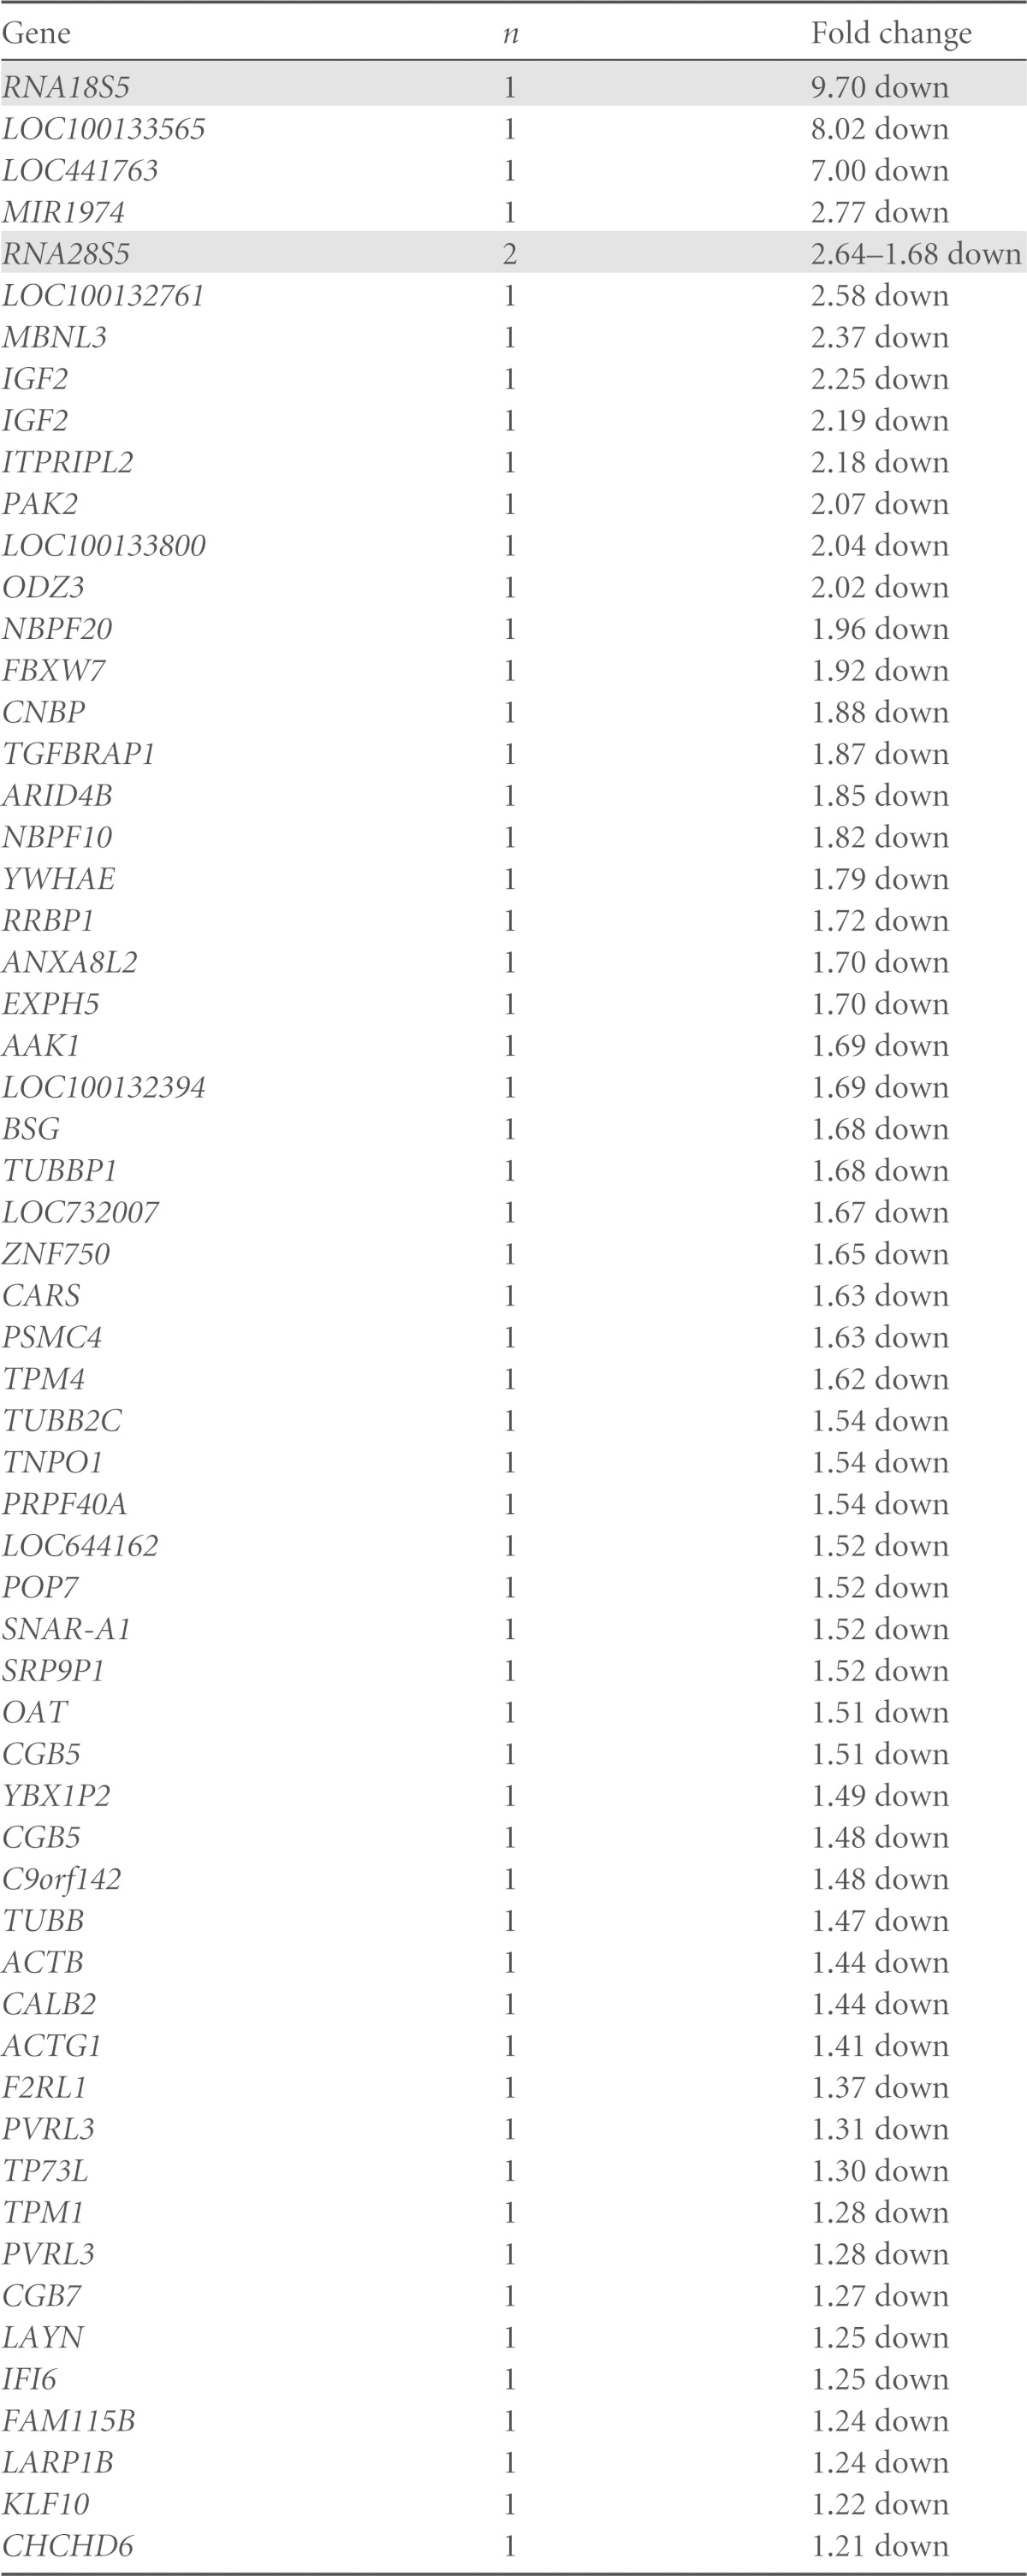

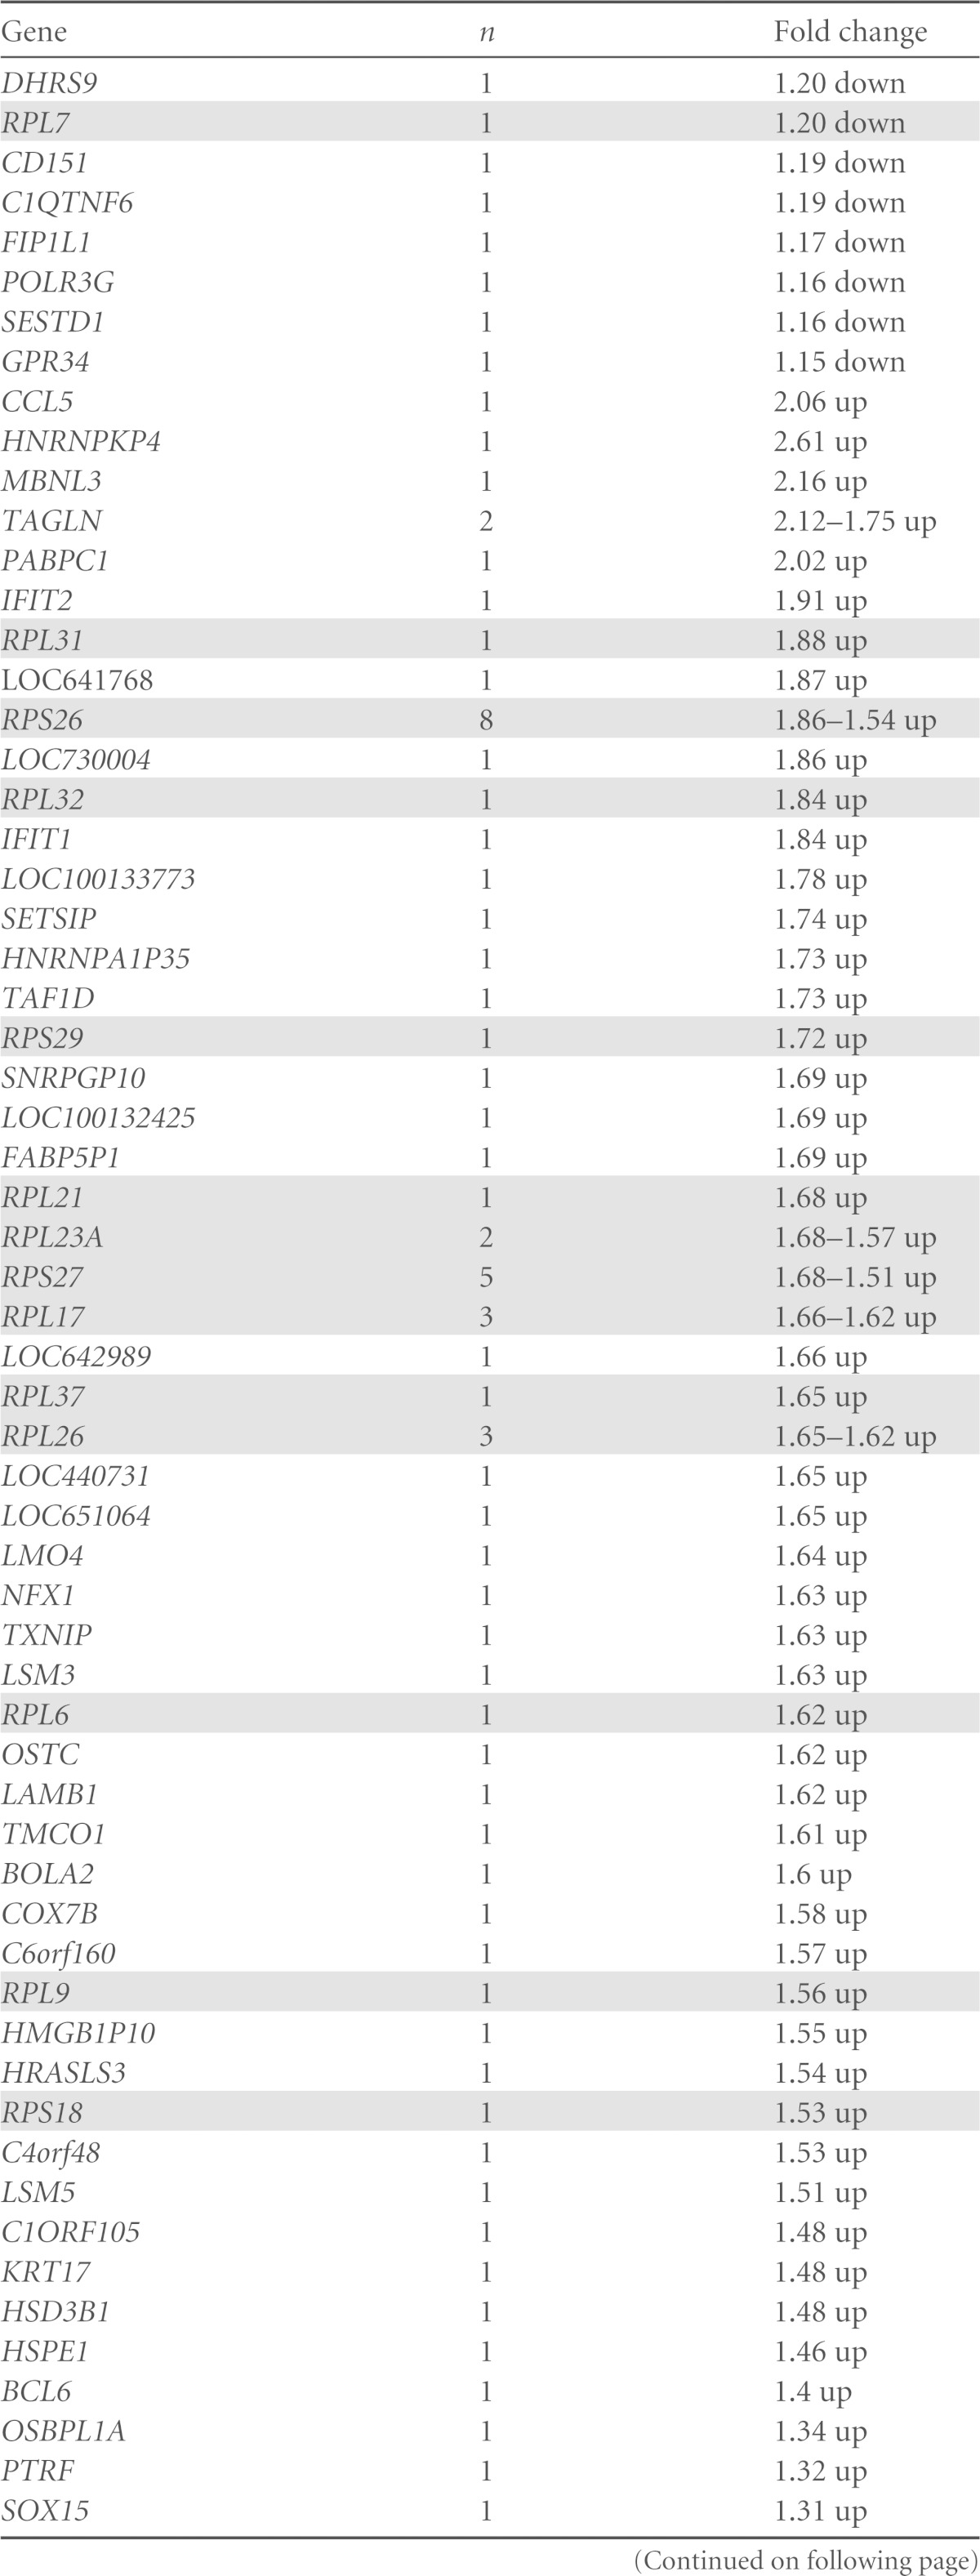

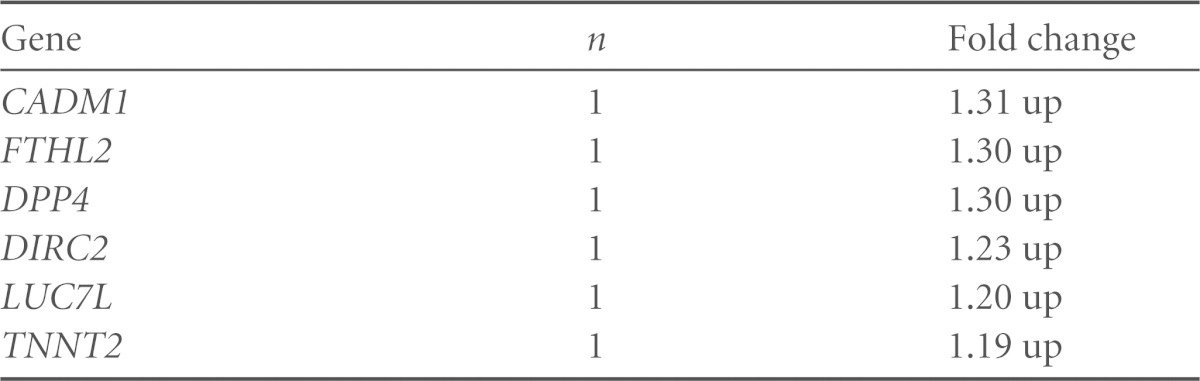
Transcripts detected at altered levels under conditions of ZNF658 knockdown compared to control^*a*^

a The genes listed are those for which transcript levels were detected at levels that differed by 1.2-fold (to 2 significant figures) or greater by hybridization of RNA to DNA oligonucleotide microarrays. Genes are ranked according to the magnitude of change detected, separated according to the direction of change (up or down). Data for genes corresponding to ribosomal proteins or ribosomal RNAs are shaded. The number of probes on the microarray that detected differential expression of each gene is stated (*n*). 

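The direction of the Table 1 genes was followed in each comparison, by the brightest probe of each gene. Other probes of a gene can go the other way: with siRNA 1, 41.2% of 2199 genes had probes of opposite sign. A gene tallied against its listing may thus have another probe that goes with it, and the reverse. Of the genes listed as increased, 42 had a measured probe under that name, and of those listed as reduced, 45. With siRNA 1, 27 of the 42 and 40 of the 45 went in the listed direction, and 17 and 32 of them by at least 1.2-fold. With siRNA 2, 19 of the 42 and 12 of the 45 did, and 19 of the reduced genes were at least 1.2-fold higher. Averaged over both siRNAs, 31 of the 42 and 31 of the 45 went in the listed direction, 11 of each by at least 1.2-fold. Of all these genes limma called IFIT2 over both siRNAs, and IFIT2 and IFIT1 with siRNA 1. With array quality weights, 22 increased and 32 reduced genes were called in the listed direction with siRNA 1. Table 1 was chosen on the same arrays, so these tallies are not independent evidence of direction. Some of its entries match the change with 1 siRNA alone. A gene therefore need not follow its listing with the other siRNA or on average. It was read from a picture, and the genes whose probes carry another name or none were left out.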

Probes listed as corresponding to ribosomal protein pseudogenes are considered to reveal expression of the corresponding bona fide gene and are grouped accordingly.

**FIG 6:**
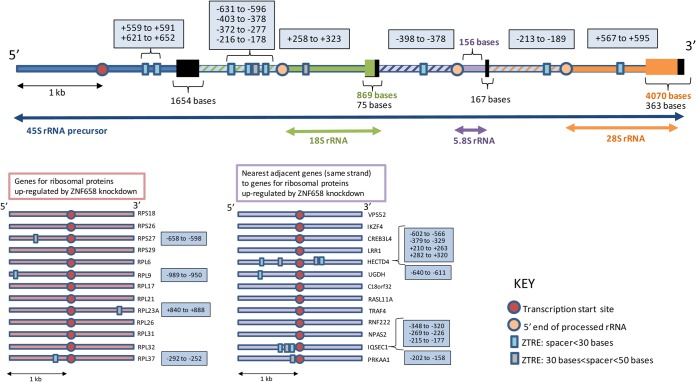
Clustering of ZTREs in the 45S rRNA precursor. Sequences within the regions mapped (1 kb 5′ and 3′ to a transcription start site or 5′ end of a processed rRNA, shown as color coded circles as in the key) that match the ZTRE [C-A/C-C-T/A/G-C-C-T/C-N(0-50)-G/A-G-A/T/C-G-T/G-G] are indicated as small boxes, color-coded as shown in the key to indicate whether the region between the two sides of the palindrome (N) is smaller than 30 bases or between 30 and 50 bases. ZTRE positions relative to either a transcription start site or 5′ end of a processed rRNA are given in the blue boxes. On the 45S rRNA precursor, the unmapped regions are collapsed and indicated by boxes with the sizes specified. The group of genes for ribosomal proteins upregulated by knockdown of ZNF658 and the group of their nearest adjacent neighbors are ordered such that they are paired (e.g., VPS52 is adjacent to RPS18). Note that the density of ZTREs in the mapped region of the 45S rRNA precursor is 10 in 14 kb (0.71/kb), whereas the densities in the mapped regions of the ribosomal protein genes and their nearest neighbors are 4 in 26 kb (0.15/kb) and 9 in 26 bp (0.35/kb), respectively (i.e., less than one-quarter and one-half, respectively).

## DISCUSSION

We demonstrate that reduced expression of the zinc finger protein ZNF658, for which a specific function has not been reported previously, attenuated or abrogated an effect of zinc to repress expression of three genes that contain a functional copy of the ZTRE sequence. We also demonstrate that recombinant ZNF658 binds specifically to the ZTRE in a cell-free system. Previously, we showed that the ZTRE mediates transcriptional repression at elevated zinc concentrations (16). We thus show that ZNF658 plays a role in repressing transcription of these genes at higher zinc concentrations by binding to the ZTRE. In addition, we show that binding of ZNF658 to the ZTRE requires both sides of the palindromic sequence to be present and is through the zinc finger domain that corresponds with the DNA binding domain of ZAP1, the most similar protein in S. cerevisiae, which coordinates zinc-homeostatic gene expression changes when zinc becomes limiting. Moreover, we uncovered evidence that ZNF658 regulates ribosome biogenesis. These findings are of fundamental importance in understanding mechanisms of zinc homeostasis and consequences of its perturbation in metazoans. First, ZNF658 is the first identified transcription factor that represses the expression of multiple genes in response to zinc, thus providing the basis of a coordinated cellular response to restore zinc balance. Second, the involvement of ZNF658 in the control of ribosome biogenesis links directly this fundamental process into which a large proportion of zinc in the cell is channeled with zinc homeostasis.

The fact that ZAP1is the yeast protein most similar to ZNF658 may reflect common ancestry or acquisition of a similar DNA binding domain that is exquisitely sensitive to zinc occupancy. We confirm here that binding of ZNF658 to the ZTRE is through the zinc finger domain of ZNF658 that aligns with the DNA binding region of ZAP1. Each of the five zinc fingers in this region of ZAP1 is individually necessary for binding to DNA (20). Elucidation of whether or not any of the separate zinc fingers in the DNA binding domain of ZNF658 is dispensable for binding should be an avenue for future work to characterize the mechanism of ZNF658 function in more detail. The fact that ZAP1 is a transcriptional activator and ZNF658 an inhibitor is presumably attributable to the dissimilar regions of the two proteins interacting with regulatory proteins that have contrasting actions. A scenario in which ZNF658 acts at the ZTRE in complex with other proteins is likely given that regulation of transcription in general, including regulation in response to zinc through the MRE (23), is mediated by protein complexes, rather than single proteins.

Knockdown of ZNF658 also reduced the endogenous transcript level of the three genes we studied. With the exception of ZnT10, where both siRNAs reduced endogenous levels of transcript, this effect was observed only with siRNA2. The reason for this difference is unknown but, speculatively, may be due to the two siRNAs targeting different ZNF658 splice variants, which is formally possible since they target different exons (exon 5 for siRNA1 and the exon 3/4 boundary for siRNA2). We confirmed that siRNA1 reduced ZNF658 protein (as well as mRNA) and thus exclude lack of efficacy at the level of protein expression as the reason for the difference between the effects of the two siRNAs. The fact that the ZTRE in the *SLC30A10* (ZnT10) gene is located downstream of the transcription start site, but upstream in *SLC30A5* (ZnT5 gene) and *CBWD* (16), may be a reason for the difference.

When ZNF658 was expressed in cells at levels reduced by siRNA a number of transcripts were detected at higher levels by microarray analysis consistent with ZNF658 having a repressive effect on their expression, which is the classical action of KRAB-zinc finger proteins (21). However, other transcripts were detected at lower levels. These effects could be secondary to repression of direct gene targets of ZNF658. However, positive regulation of the expression of specific genes by ZNF658 should not be ruled out. Indeed, there are reports in the literature of KRAB-zinc finger proteins binding directly to genes in parallel with transcripts increasing in abundance (21, 24).

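Beyond IFIT1 and IFIT2, the transcripts above their controls with siRNA 1 included other genes of the interferon response. CCL5, a chemokine, had a log2 fold change of 1.56 (standard error 0.27, adjusted P = 0.15 from limma) with siRNA 1 and −0.10 (adjusted P = 0.997) with siRNA 2. IFIH1, a sensor of double-stranded RNA, had 1.15 (adjusted P = 0.69) with siRNA 1. The list of 48 interferon-stimulated genes, 25 of them measured, rose with siRNA 1 (17 above 0 and 8 below, adjusted P = 0.00073 from camera), with adjusted P = 0.33 with an estimated correlation. Of its members 2 were called over all probes and 5 when adjusted over the list alone. The list call was lost with detection on all 12 arrays (0.27), where IFIT1 and IFIT2 are not tested, and in 1 of the 12 fits that leave out 1 array. With siRNA 2 the list was not called (11 above and 14 below, adjusted P = 0.98). The mean over both siRNAs was called upward (18 above and 7 below, adjusted P = 0.0017), with adjusted P = 0.36 with an estimated correlation. That call was lost with detection on all 12 arrays (0.29), with array quality weights (0.47) and in 2 of these fits. Several of these genes were seen in Table 1 when the list was written. Zinc transporters, metallothioneins and CBWD genes, which move or bind zinc or lie in the CBWD family, had 21 measured members of 39 and rose as a list with siRNA 1 (17 above and 4 below, adjusted P = 0.025), with adjusted P = 0.33 with an estimated correlation. SLC39A7, a transporter of the endoplasmic reticulum and Golgi membranes, had a log2 fold change of 0.61 (adjusted P = 0.69). The list call was lost with control siRNA 2 for both siRNAs (0.85), no detection filter (0.19), all 6 controls (0.10), array quality weights (0.060) and median scaling (0.050), and in 3 of the 12 fits that leave out 1 array. No zinc gene was called, also when adjusted over the list alone. TXNIP, an inhibitor of thioredoxin, had 0.86 with siRNA 1, and BCL6, a transcriptional repressor, had 0.35 with siRNA 1 and 0.63 with siRNA 2, none of them called. CCL5 was called with siRNA 1 under 8 of the settings listed before the data were seen, for example after median scaling (1.74, adjusted P = 0.0035). With the control siRNA 2 arrays as the control for both siRNAs, the siRNA 1 change of BCL6 was −0.37 and that of TXNIP −0.05.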

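Several transcripts that Table 1 lists as reduced lay below control siRNA 1 with ZNF658 siRNA 1 and above control siRNA 2 with ZNF658 siRNA 2. IGF2, a fetal growth factor, had a log2 fold change of −1.40 (standard error 0.65, adjusted P = 0.69 from limma) with siRNA 1 and 1.15 (adjusted P = 0.92) with siRNA 2. EXPH5, an effector of the small GTPase RAB27, had −1.37 (standard error 0.48) and 1.25, ITPRIPL2 had −1.16 (standard error 0.39) and 1.34, and TENM3, a cell adhesion protein, had −1.08 and 0.81. None of these values was called. TPM4, a tropomyosin of the actin cytoskeleton, had −0.71 and 0.46. The list of 31 actin, tubulin and tropomyosin genes, 25 of them measured, fell with siRNA 1 (3 above 0 and 22 below, adjusted P = 0.0079 from camera), with adjusted P = 0.58 with an estimated correlation. With siRNA 2 it rose (19 above and 6 below, adjusted P = 0.00084), with adjusted P = 0.40 with an estimated correlation. TAGLN, an actin-binding protein, had a log2 fold change of 1.15 (standard error 0.22, adjusted P = 0.82) with siRNA 2. Over all probes no member was called, and 1 was called with siRNA 2 when adjusted over the list alone. Mitochondrial ribosomal proteins fell as a list with siRNA 2 (18 above and 56 below of 74 measured, adjusted P = 0.00084), with adjusted P = 0.40 with an estimated correlation, and lost in 2 of the 12 fits that leave out 1 array. The cytoskeleton call was lost after median scaling with siRNA 1 (0.13) and siRNA 2 (0.097), and with control siRNA 2 for both siRNAs with siRNA 1 (0.36), and in 1 (siRNA 1) and 3 (siRNA 2) of these fits. Trophoblast markers fell as a list with siRNA 1 (2 above and 11 below, adjusted P = 0.034), with adjusted P = 0.33 with an estimated correlation. That call was lost with array quality weights (0.22), detection on all 12 arrays (0.19), no detection filter (0.10) and median scaling (0.068), and in 3 of the 12 fits that leave out 1 array. With siRNA 2 the list was not called (4 above and 9 below, adjusted P = 0.58). The mean over both siRNAs was called downward (3 above and 10 below, adjusted P = 0.019), with adjusted P = 0.28 with an estimated correlation, a call lost under 4 other planned settings and in 4 of the 12 fits, and reversed against control siRNA 2 alone. Against control siRNA 2, or all 6 controls, the same list was higher with siRNA 1 (adjusted P = 4.5e-13 and 0.015). Both comparisons carry the difference between the controls, in which this list was lower with control siRNA 2. The rank product test called IGF2 (estimated share of false positives 0.013), EXPH5 (0.014), ITPRIPL2 (0.038) and TENM3 (0.042) lower with siRNA 1. With array quality weights limma called all 4 lower with siRNA 1 (adjusted P = 0.0097 to 0.027) and higher with siRNA 2 (adjusted P = 0.021 to 0.027), and without the arrays numbered 3 of the siRNA 2 pair IGF2, EXPH5 and TENM3 were called higher with siRNA 2 (adjusted P = 0.010 to 0.025).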

A surprising but important finding was that knockdown of ZNF658 resulted in a large (up to 9.7-fold) reduction in levels of rRNAs. This observation was authenticated by the discovery of multiple copies of the ZTRE in the 45S rRNA precursor. 

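The 18S rRNA signal spanned several log2 units within control siRNA 1 and within ZNF658 siRNA 2, and less within the other groups. It was 9.58, 9.57 and 10.70 with ZNF658 siRNA 1 and 10.74, 14.55 and 14.74 with its control, and 13.99, 14.55 and 9.88 with ZNF658 siRNA 2 and 10.22, 10.06 and 11.56 with its control. The 95% interval of the log2 fold change was −5.68 to −1.11 for siRNA 1, −0.09 to 4.48 for siRNA 2 and −2.22 to 1.01 for both. Between the controls, control siRNA 2 lay below control siRNA 1 by a log2 fold change of −2.73 (95% interval −5.02 to −0.45, adjusted P = 0.24), and it was not called. The siRNA 1 change was −2.03 (adjusted P = 0.84) against all 6 controls and −0.66 (adjusted P = 0.86) against control siRNA 2. The difference between the effects of the siRNAs was −5.59 (standard error 1.51, adjusted P = 0.25 from limma). Without replicate 3 of ZNF658 siRNA 2 this difference was called (−7.06, adjusted P = 0.037), and the mean over both siRNAs turned to 0.13. From the lower rRNA signal and the clustering of ZTREs in the 45S rRNA precursor, the paper proposes a role for ZNF658 in rRNA expression, which it leaves undefined, and it names factors in favour of a role in processing. It also reports less 18S rRNA by RT-qPCR with added zinc than with zinc depleted, and ZTREs close to the start of POLR1D and POLR1E. Its RT-qPCR of precursor against 18S rRNA showed no change with knockdown, from which it draws no conclusion. Those results do not come from the arrays.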

Two main factors point toward the role of ZNF658 in rRNA expression being at the level of RNA processing rather than transcription. First, the rRNA precursor is transcribed by RNA Pol I, whereas the proven gene targets of ZNF658 (*SLC30A5*, *SLC30A10*, and *CBWD*) are, like other protein-coding genes, transcribed by RNA Pol II. Although it appears not without precedent that a common transcription factor can be involved in the control of Pol I- and Pol II-mediated transcription (25), this appears an uncommon paradigm. Second, the ZTREs in the rRNA precursor sequence are clustered not around the TSS but, most densely, several hundred bases upstream of the sequence of the first mature transcript, 28S rRNA. It is not implausible that ZNF658 (possibly expressed as different splice variants) has a dual role, regulating both (Pol II-mediated) transcription of specific target genes and RNA processing given that other members of the KRAB-domain containing ZNF protein family appear to have such a dual role (21, 26–28). An effect on rRNA abundance of changing posttranscriptional processing could be due to differences in turnover rates of the precursor versus the mature transcripts. 

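On the arrays, 1 tested probe is annotated to 18S rRNA and 2 to 28S rRNA, and none to the 45S precursor or to 5.8S rRNA. The 28S rRNA probes read 7.70 and 7.24 with ZNF658 siRNA 1 against 9.62 and 8.36 with its control, and 9.35 and 7.91 with ZNF658 siRNA 2 against 9.20 and 7.38. Averaged over both siRNAs, their log2 fold changes were −0.88 (standard error 0.76) and −0.30 (standard error 0.37), and neither was called by limma. A rank product test called the probe at −0.88 lower (no value as extreme in 50 permutations). It pools the ranks of all pairs of arrays, so the siRNA 1 arrays alone can give this call.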

The position within the 45S rRNA precursor sequence of the three probes on the array through which a change in rRNA expression was detected (two within the 18S rRNA sequence and one within the 28S rRNA sequence; see Fig. S1 in the supplemental material) means that the analysis would not distinguish between a change in the abundance of the full 45S rRNA precursor and a change in processing to mature rRNAs with different half-lives. However, *C_T_* values derived using RT-qPCR indicated that the 45S rRNA precursor was at a level more than 3 orders of magnitude lower than the processed 18S rRNA transcript. Thus, the effect detected is likely to reflect a change in the levels of the mature rRNAs. This large difference in abundance between the 45S rRNA precursor and the processed 18S rRNA product confounded our attempt to detect whether the ratio of the precursor to mature product was affected by knockdown of ZNF658 using RT-qPCR. Further work is thus required to provide insight into the precise function of ZNF658 in rRNA biosynthesis by determining whether 45S rRNA transcription or processing is affected by knockdown of this factor. A battery of approaches is likely to be required to tease out the affected points and could include metabolic labeling of nascent 45S rRNA with [^3^H]uridine, nuclear run-on measurements, psoralen cross-linking (to distinguish rRNA genes undergoing active transcription from genes in a repressed chromatic configuration), and RNA Pol I chromatin immunoprecipitation (ChIP) (29).

Zinc is essential for ribosome biogenesis because RNA Pol I, like the other major eukaryotic RNA polymerases, requires zinc (30, 31), and also because zinc-binding proteins are abundant in the ribosome. Our discovery of ZTREs in the genes for subunits D and E of RNA Pol I in positions likely to confer zinc-responsive transcriptional control suggests that control of RNA Pol I biosynthesis is an additional mechanism through which ZNF658 regulates ribosome biogenesis according to zinc availability. It has been suggested that the suppression of ribosome biogenesis seen in yeast under conditions of zinc deficiency is a mechanism to prioritize the synthesis of essential RNA Pol II-transcribed proteins (32). There is thus strong rationale for there being a tight link between the regulation of ribosome biogenesis and cellular processes for zinc homeostasis. The indications we uncovered that ZNF658 acting through the ZTRE coordinates these two processes highlights the urgent need to elucidate the details of this process, which is potentially of substantial fundamental importance in the understanding of basic cell function with possible widespread translational implications, for example, in better harnessing the ability of cells to express commercially important proteins.

An effect on ribosome biogenesis of knocking down expression of ZNF658 was indicated also by a change in the expression of a raft of ribosomal protein genes. The ZTRE occurs at even lower frequency in the region around the TSS of these ribosomal protein genes than it does in their closest adjacent genes, suggesting that the ribosomal protein genes are not direct targets of ZNF658 and that these changes in expression are secondary to other perturbed processes. Thus, the fact that expression of these genes was increased, opposing the effect on rRNAs, may be a compensatory response driven by mechanisms separate from ZNF658. Linkage of these observations in this manner requires that the control of ribosome biogenesis in mammalian cells differs from yeast, where it has been reported that the activity of RNA Pol I determines and coordinates the RNA Pol II-mediated expression of the RP genes (33). Given that the process in yeast and mammals differs in several ways, this scenario is not implausible.

In summary, we report here for the first time the identity of a protein, ZNF658, that has a dual function in cellular zinc homeostasis and allocation in metazoans. First, ZNF658 can coordinate a homeostatic response to changes in cellular zinc availability through effects on the transcription of multiple genes. Second, the same protein can act on rRNA to affect ribosome biogenesis, a process into which a substantial proportion of zinc in the cell is allocated. We identify a specific region of zinc fingers necessary for binding to the double-stranded DNA target. To uncover more details about the actions of ZNF658 in metal homeostasis, future work should probe the identity of putative proteins that interact with ZNF658 (for example, by coimmunoprecipitation), explore the full range and identity of nucleic acid targets to which ZNF658 binds (for example, by ChIP-seq, rRNA-targeted ChIP approaches, and UV cross-linking, partial RNase digestion followed by sequencing of cDNA [CRAC]), and elucidate how the individual zinc fingers and domains of the protein contribute to its function (for example, by further mutagenesis and also the application of biophysical techniques to probe structure and zinc binding). The function of *CBWD* genes, regulated by zinc through this mechanism, has not been elucidated. However, our current research indicates a role in protecting cells against extremes of zinc concentration, a finding consistent with a homeostatic function, which we are currently probing in more depth.

## Supplementary Material

Supplemental material

How the deposited data were processed for this re-analysis (not part of the article)

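The data are Illumina HT12 bead chip arrays of RNA from Caco-2 cells transfected with 10 nM siRNA, 12 arrays in 4 groups of 3: ZNF658 siRNA 1, control siRNA 1, ZNF658 siRNA 2 and control siRNA 2. Conditions and replicate numbers were taken from the sample labels. The labels name an Ambion and a Dharmacon control, and Table S1 names the Dharmacon control alone.

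The authors exported the scans with BeadStudio. One deposited table holds a mean intensity and a detection P value per probe and array for 47231 probes, without normalization. The other holds log2 values as deposited by the authors, who transformed and normalized them before deposit, for 21105 probes, those with a detection P value under 0.01 on at least 1 array, with the same distribution on every array to within 0.0562. The methods name variance stabilizing normalization, a detection P value under 0.01 and the rank product method with a change of 1.2-fold, and the labels name lumi, whose version is not given. How the 2 siRNAs were combined into 1 list is not stated in the paper's text. In the deposited log2 values, TAGLN, listed as up to 2.1-fold increased, had log2 fold changes of −0.07 with siRNA 1 and 1.07 with siRNA 2. TENM3, listed as 2-fold reduced, had −0.99 and 0.73. Entries such as these match the change with 1 siRNA and not with both. No bead chip identifier accompanies the arrays.

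The unnormalized intensities were the starting point. They were background corrected and quantile normalized with neqc of limma 3.58.1 (offset 16, negative controls inferred from the detection P values) in R 4.3.3 with statmod 1.5.0. The 14804 probes with a detection P value under 0.01 on all 3 arrays of at least 1 group were tested. A table of gene names lists 15543 probes of the authors' table, 15540 with 1 symbol and 3 with several, and leaves 5562 of that table unnamed, so that 2936 tested probes carry no name. No symbol had to be updated.

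Comparisons were made in 1 limma fit (lmFit, then eBayes with a trend) over all 12 arrays: each ZNF658 siRNA against its own supplier's control, the mean of these 2 effects, their difference, and control siRNA 2 against control siRNA 1. A call needs a Benjamini-Hochberg adjusted P value under 0.05 and a change of at least 1.2-fold. Replicate numbers did not pair the arrays: correlations of residuals between arrays of the same number ran from −0.59 to 0.40 with a mean of −0.03, and 3 of 12 arrays correlated best with their own number. They were therefore used as a block only as an alternative. For a gene with several probes, the brightest is given. Where a called probe was not detected on any array of the lower group, the fold is given as a lower limit, computed against the detection level. For the mean over both siRNAs a limit is given for IFIT2 too. There it was detected on 1 control array, of control siRNA 2, and on none of control siRNA 1.

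The 16 gene lists, fixed before the data were examined, were tested with camera at a preset correlation of 0.01, adjusted over the lists within a comparison, and again with an estimated correlation. They cover cytosolic and mitochondrial ribosomal proteins, RNA polymerase I, ribosome biogenesis, zinc genes, interferon-stimulated genes, p53 targets, the unfolded protein response, enterocyte, fibroblast, squamous and trophoblast markers, the cell cycle, the cytoskeleton, small non-coding RNAs and translation factors. Members of the interferon, squamous, trophoblast, polymerase, cytoskeleton, enterocyte and ribosomal protein lists had been seen in Table 1 when the lists were written, and the biogenesis, small RNA and translation lists each hold 1 gene of that table as well.

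The rule for genes to name, set at the same time, took the genes the paper names for the arrays or for zinc, the 13 ribosomal protein genes of Fig. 6 and RPL7, the genes of Table 1, whose values had been seen, up to 10 called probes each way per comparison, 5 each way in the difference, and up to 6 members of each list with the largest change. The text gives a part of these, picked for the claims, and the genes named between the controls were picked after their values were seen. Table 1 is available only as a picture, so it was used for a description of direction and for no test.

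The pipeline was tested on simulated data of the same size. Of unchanged probes, limma called 9 of 14604 in the comparison of both siRNAs, and the rank product test called 34. The simulated noise was independent between probes, unlike arrays that differ in many probes at once. These shares may thus be too favourable. The shares that follow are for limma. Of probes changed 1.5-fold, 54% were called for both siRNAs, 18% for siRNA 1 and 16% for siRNA 2.

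Alternatives were quantile normalization without background correction, median scaling, a variance-stabilising normalization written for this work, the authors' table, no detection filter, detection on all 12 arrays, array quality weights, no fold minimum, all 6 controls as 1 group, control siRNA 2 for both siRNAs, the replicate block, a fit of the 2 groups of a comparison alone, a rank product test written for this work (50 permutations), an estimated correlation or the mean of all probes for the lists, and leaving out each array in turn. The variance-stabilising normalization fitted its scale to 90% of the probes. The rank product test pooled the ranks of all pairs of arrays, so 1 siRNA alone can give a call for both. Its permutations were of values within each array, which leaves out the spread of a probe between arrays. Added after the data had been seen were the rank product test on the authors' table and the siRNA 2 pair without its arrays numbered 3. Other splits of the arrays were counted, all 10 for 3 arrays against 3 and 100 drawn of the 200 possible for the joint comparisons.

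Several tests changed on the way. The bound for the 18S rRNA probe was first set at 2 standard errors and was replaced, after the result was seen, by the 95% interval. By the first bound the siRNA 2 change lay above 0, which would have counted against lower rRNA on loss of ZNF658. The replacement thus altered that outcome to open. An exchange of arrays in the siRNA 1 pair was first tested on the 7 probes called without replicate 3 of ZNF658 siRNA 1, of which 2 lay nearer to siRNA 1 on that array. That test left the exchange open and was replaced by correlations between arrays for both pairs, and the exchanges tested were picked after looking at the arrays. A test of trophoblast against enterocyte genes first counted listed genes without a named probe as undetected and was replaced by shares of the measured genes, which left trophoblast-like RNA open. A weighing of IFIT1 and IFIT2 as an interferon response and a test of trophoblast probes against background were dropped, and 11 of the 13 measured trophoblast genes lay above the median intensity. Agreement between probes of the same gene was also measured, with a correlation across 2199 genes of 0.26 for siRNA 1 and 0.51 for the controls. The RT-qPCR, EMSA, reporter and zinc experiments have no deposited files and were left out.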

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

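The comparisons, the list tests and the counts of splits of the arrays were set before the results were seen. The tests of explanations (the 18S rRNA interval, the probes that follow it, the correlations between arrays, the signs between the ZNF658 siRNAs and the detection of markers) were chosen after them.

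The 18S rRNA probe was lower with ZNF658 siRNA 1 and higher with ZNF658 siRNA 2. The first explanation is that loss of ZNF658 lowers rRNA, and the second that arrays of the same group differ in a way that many probes share. Against the first stands the siRNA 2 change of 2.2, but its 95% interval of −0.09 to 4.48 includes 0, so it stays open. The bound set first, 2 standard errors, lay above 0 and would have counted against it. The rank product test also called the probe higher with siRNA 2. So did limma with array quality weights (adjusted P = 0.034) and without the arrays numbered 3 of that pair (4.14, adjusted P = 0.031). For the second, 56 probes followed the 18S probe from array to array within groups at an absolute correlation above 0.9, against a median of 6 when the deviations were permuted, and 4 of 100 permutations gave as many or more, the highest 71. A shared difference between arrays may thus account for part of the signal, and RNA quality or labelling could not be examined.

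Some arrays correlated more with the other group than with their own, which may be a sign of an exchange. In the siRNA 1 pair, an exchange of ZNF658 siRNA 1 replicate 3 and control siRNA 1 replicate 1 is argued against, since 1 of the 2 arrays lay nearer to the other group and the other, control siRNA 1 replicate 1, correlated at 0.983 to 0.985 with its own and 0.977 to 0.979 with the other. In the siRNA 2 pair, for an exchange of ZNF658 siRNA 2 replicate 3 and control siRNA 2 replicate 3, 2 of the 2 arrays lay nearer to the other group, and the split that exchanges them called 1876 probes where the real split called 0. Such a count points to a structure of the samples, and a mislabelled pair or a difference in culture or RNA between these arrays both remain open. No sample was regrouped.

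Between control siRNA 2 and control siRNA 1, which the paper does not compare, 301 probes were called (75 higher, 226 lower), and trophoblast markers were lower as a list (adjusted P = 6.6e-14, and 0.0021 with an estimated correlation). A response to 1 of the controls alone is argued against, because over these probes the ZNF658 siRNAs differed in the same direction by a median of 0.784 on the log2 scale, against 1.1 between the controls. A difference between the siRNA 1 and siRNA 2 arrays as a whole is consistent with 90.4% of these probes having the same sign between the ZNF658 siRNAs, and culture, day and supplier are confounded in it. Whether RNA of trophoblast-like cells in place of, or beside, Caco-2 cells contributed stays open. Of the measured genes, 11 of 13 trophoblast genes (84.6%) and 6 of 7 enterocyte genes were detected on all 12 arrays. Measured genes had already passed detection on every array of a group. Their shares were thus high in advance and cannot decide the question. Of the listed genes, 13 of 20 trophoblast and 7 of 26 enterocyte genes were measured. Listed genes without a named probe could not be counted either way.

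In the test of the difference between the siRNAs' effects, 5 gene lists differed. Cytosolic ribosomal proteins were higher with siRNA 1 than with siRNA 2 (adjusted P = 0.0357, and 0.39 with an estimated correlation). That call was lost in 6 of the 12 fits that leave out 1 array. The list was not called with all 6 controls (0.18) or with control siRNA 2 for both siRNAs (0.23). In both settings the controls cancel, so they compare the ZNF658 siRNAs with each other and do not test the difference between their effects. Mitochondrial ribosomal proteins were higher too (adjusted P = 0.0030, and 0.39 with an estimated correlation). They were not called with all 6 controls (0.17) or control siRNA 2 for both siRNAs (0.23), where the controls again cancel. Interferon-stimulated genes were higher (adjusted P = 0.018, and 0.39 with an estimated correlation), 4 of them when adjusted over the list alone, a call lost with detection on all 12 arrays (0.61) and in 3 of the 12 fits that leave out 1 array (up to 0.13). Cell cycle genes were lower (adjusted P = 0.036, and 0.37 with an estimated correlation), 24 of the 31 measured below 0, a call lost with variance-stabilising normalization (0.13), the mean of all probes (0.14) and median scaling (0.31, with a median of 0.12) and in 7 of the 12 fits that leave out 1 array. Actin, tubulin and tropomyosin genes were lower (adjusted P = 0.00010, and 0.37 with an estimated correlation), 23 of 25 below 0.

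As many calls as for both siRNAs (1) were given by 7 of 100 splits, the highest 675, so chance is not excluded, and the splits with 675 and 251 calls both exchange the arrays numbered 3 of the siRNA 2 pair. In the difference between the siRNAs' effects the real split called 0, a count that all 100 splits reach by construction, so chance is not excluded. The highest split called 1832, which again points to a structure of the samples. The correlation of the siRNAs' effects was as far from 0 in 8 of 100 splits (0.370 in size, the highest other 0.465), so chance is not excluded. For 3 arrays against 3, the 10 splits are too few for a share under 0.05: the real count was 2 for siRNA 1 (highest other 0, 1 of 10 splits as large), 0 for siRNA 2 (highest other 1876, and 10 of 10 splits reach 0 by construction) and 301 between the controls (highest other 0, 1 of 10).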

How the results depend on the processing

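The settings were listed before the data were examined, except the rank product test on the authors' table and the siRNA 2 pair without its arrays numbered 3, which were added after the results had been seen. Where a value moved, the cause was not tested. For the counts, rRNA probes, ribosomal protein list, number of lists and correlation, 232 of 311 values under the alternatives were scored as unchanged. With 1 array left out, 224 of 276 were. Unchanged means the same direction and call for a probe or list, and within 1.5 times for a count. For the correlation it means within 1 SD of the fits that leave out 1 array. Reversed in direction were 8 of the 311 and 8 of the 276. For the other genes and lists, 850 of 976 and 784 of 852 values were unchanged. Bead chip as a block was not run, since no chip is identified, and the rank product of the difference was not formed. Probes near background, such as IFIT1 and IFIT2 in the controls, limit what a fold can show. The first 28S rRNA probe is the one at −1.13 with siRNA 1, the second the one at −1.92.

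With median scaling, the median over all probes moved to 0.18 with siRNA 1 and −0.11 with siRNA 2. It gave 2 calls for both siRNAs, 10 for siRNA 1, 51 for the difference and 169 between the controls. The 18S rRNA probe was called with siRNA 1 (−3.15) and in the difference (−5.26), and the ribosomal protein list for both (adjusted P = 0.011, lower) and for siRNA 1 (0.0011, higher). The biogenesis list turned upward with siRNA 1 (0.67), as it did with variance-stabilising normalization (0.94), under which the ribosomal protein list was called lower for both (0.0095). The ribosomal protein list lost its siRNA 2 call with quantile normalization without background correction (0.056) and with the authors' table (0.059).

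Without a detection filter there were 184 calls between the controls, a correlation of −0.20 between the siRNAs and an adjusted P of 0.093 for the ribosomal protein list with siRNA 2. With detection on all 12 arrays there were 0 calls for both, 0 for siRNA 1 and 170 between the controls, where IFIT1 and IFIT2 are not tested.

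Array quality weights gave 841 calls for siRNA 1, 600 for siRNA 2, 2729 for the difference and 2516 between the controls, against 2, 0, 0 and 301 without them. The weights were estimated from the same arrays, in groups of 3, so these P values may be too small. The 18S rRNA probe was called with siRNA 1 (−4.17), siRNA 2 (3.16) and in the difference (−7.33). The 28S rRNA probes were called in the difference (−2.37 and −3.95) and the first of them with siRNA 1 (−1.31). IFIT1 turned to −0.21 with siRNA 2, and the polymerase list turned downward for both (0.63). Also called were CCL5, IFIH1, RPS26, RPL7, RPS18, RPL32, TXNIP, TPM4 and SLC39A7 with siRNA 1, and RPS26, BCL6, TAGLN, MRPL21 and MT1X with siRNA 2 (adjusted P from 0.00057 to 0.049).

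With all 6 controls as 1 group there were 0 calls for both and 9 for the difference. The second 28S rRNA probe turned to −0.059 with siRNA 2, BCL6 to −0.0088 with siRNA 1, and the trophoblast list upward with siRNA 1 (0.015). The ribosomal protein list was no longer called with siRNA 2 (0.20) or in the difference (0.18). With control siRNA 2 for both siRNAs there were 8 calls for both, 161 for siRNA 1 and 285 for the difference, and the correlation turned to 0.23. Here both effects subtract the same control arrays, which alone pushes the correlation upward. With this setting and with all 6 controls, the controls cancel in the difference, which is ZNF658 siRNA 1 against ZNF658 siRNA 2. It thus does not test the difference between the siRNAs' effects. The siRNA 1 calls also carry the difference between the controls, so these values do not test the knockdown alone. For both siRNAs, the 18S rRNA probe turned to 0.77, the first 28S rRNA probe to 0.20, the polymerase list downward (0.83) and the trophoblast list upward (5.4e-08). With siRNA 1, the ribosomal protein list turned downward (0.85), the trophoblast list upward (4.5e-13), ITPRIPL2 to 0.34, TXNIP to −0.050 and BCL6 to −0.37. The ribosomal protein list lost its call in the difference (0.23).

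The replicate block gave 0 calls for both and 1 for siRNA 1, and an adjusted P of 0.053 for the ribosomal protein list with siRNA 2. With an estimated correlation, 0 of the 64 list tests over the siRNA comparisons were called (between the controls, the trophoblast list was, at 0.0021), and the ribosomal protein list gave 0.54 for siRNA 2 and 0.39 for the difference.

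The rank product test gave 8 calls for both, 53 for siRNA 1, 11 for siRNA 2 and 149 between the controls. It called the 18S rRNA probe for both (−0.60), siRNA 1 (−3.40) and siRNA 2 (2.2), the first 28S rRNA probe with siRNA 1 (−1.13) and the second for both (−0.88) and siRNA 1 (−1.92). On the authors' table it gave 6, 82, 17 and 143 calls. There it called the 18S rRNA probe (−0.55, −3.28 and 2.18) and the second 28S rRNA probe for both (−0.50) and siRNA 1 (−1.23).

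Without the arrays numbered 3 of the siRNA 2 pair, there were 0 calls for both, 268 for siRNA 2, 1427 for the difference and 819 between the controls, and a correlation of −0.50. The 18S rRNA probe turned to 0.37 for both and was called with siRNA 2 (4.14) and in the difference (−7.53). The 28S rRNA probes turned to 0.19 and 0.31 for both and were called in the difference (−2.64 and −4.46). The ribosomal protein list gave 0.099 for siRNA 2 and 0.083 for the difference, the polymerase list turned downward for both (0.36), and IFIT1 turned to −0.22 with siRNA 2.

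Leaving out 1 array gave 0 to 1 calls for both, 1 to 7 for siRNA 1 (7 without its replicate 3), 0 to 26 for the difference (26 without ZNF658 siRNA 2 replicate 3) and 127 to 572 between the controls (127 without control siRNA 1 replicate 2, 572 without control siRNA 2 replicate 3). The 18S rRNA probe ran from −1.25 to 0.13 for both, from −4.70 to −2.70 with siRNA 1, from 1.32 (without ZNF658 siRNA 2 replicate 2) to 3.66 (without its replicate 3) with siRNA 2 and from −7.06 to −4.72 in the difference, turned and called without ZNF658 siRNA 2 replicate 3. For the 28S rRNA probes the ranges were −0.51 to 0.077 for both (first) and −0.54 to 1.5 with siRNA 2 (second). Adjusted P of the ribosomal protein list ran from 0.31 to 0.91 for both, 0.0077 (without control siRNA 1 replicate 1) to 0.75 for siRNA 1, 0.019 to 0.49 for siRNA 2 and 0.0020 to 0.21 for the difference, each of the last pair lost in 6 of 12. The number of lists called over the siRNA comparisons ran from 8 to 18, and the correlation from −0.48 to −0.19. IFIT1 ran from −0.034 (without control siRNA 2 replicate 3) to 0.57 with siRNA 2, and CCL5 from −0.41 to 0.061 (without control siRNA 2 replicate 1). The polymerase list gave 0.40 to 0.97 for both and 0.11 to 0.97 for siRNA 2. The IFIT2 call for both and the IFIT1 call for siRNA 1 were each lost in 6 of 12.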

Differences from the paper's values

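The paper reports 77 probes increased, where limma called 1 for both siRNAs, 2 for siRNA 1 and 0 for siRNA 2, and 69 probes reduced, where it called 0 in each. The paper uses a rank product test at 1.2-fold and the same fold was used here with an adjusted P value under 0.05. Some entries of Table 1 match siRNA 1 alone and others siRNA 2 alone. The paper's counts thus need not stand for any 1 of these comparisons. No alternative set before the data were examined brought either count within 1.5 times the paper's. The rank product test gave 23 higher and 30 lower with siRNA 1, and on the authors' table, a setting chosen after seeing the values, 50 and 32, with 16 and 19 genes of Table 1 called in the listed direction. Without the arrays numbered 3 of its pair, also chosen after seeing the values, siRNA 2 gave 91 probes lower, near the paper's 69. None of the measured reduced genes of Table 1 (45) is among the genes called lower there. Some of them, such as IGF2, EXPH5 and TENM3, were called higher instead.

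The paper reports that 18S rRNA was reduced 9.70-fold. With siRNA 1 the value was 10.5-fold, which is within 1.5 times the paper's, but it depends on the control and on single arrays. It was 4.08-fold against all 6 controls, 1.58-fold against control siRNA 2 and 18.1-fold with array quality weights, none of them within 1.5 times. The log2 value was −4.70 without control siRNA 1 replicate 1, which is not within 1.5 times, and −2.70 without control siRNA 1 replicate 3. The fold was 9.70-fold with quantile normalization without background correction, 9.69-fold in the authors' table and 9.84-fold with variance-stabilising normalization. Over both siRNAs the value was 1.52-fold, and with siRNA 2 it was 0.218, which is a higher signal. For these last comparisons no alternative came within 1.5 times the paper's value. That value matches the siRNA 1 comparison, so the last comparisons are not like for like. For 28S rRNA the paper reports reductions of 2.6- and 1.68-fold. With siRNA 2 the values were 0.901 and 0.691, and no alternative came within 1.5 times the paper's. The value of 0.901 is above its control by a log2 of 0.15, which turned to −0.06 with all 6 controls and turned in 4 of the 12 fits that leave out 1 array (to −0.54 without ZNF658 siRNA 2 replicate 2). With siRNA 1 the probes were at 3.78- and 2.18-fold, 2.83- and 1.1-fold against control siRNA 2, and 2.64- and 1.68-fold with quantile normalization without background correction. Leaving out 1 array, the siRNA 1 log2 values ran from −2.60 (ZNF658 siRNA 1 replicate 3) to −1.11 (its replicate 2) and from −1.47 (control siRNA 1 replicate 1) to −0.70 (its replicate 3). Over both siRNAs they were 1.85- and 1.23-fold.

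The paper reports 29 ribosomal protein probes among the increased and 13 ribosomal protein genes. limma called 0 of either for both siRNAs, siRNA 1 and siRNA 2. With array quality weights, set before the data were examined, 14 such probes of 12 genes were called higher with siRNA 1, which is within 1.5 times the paper's count of genes and not of probes. On the authors' table with the rank product test, chosen after seeing the values, 3 were called. No other alternative brought either count within 1.5 times. All of these counts hold only probes named as ribosomal proteins or their pseudogenes. The 2936 tested probes without a name were left out, so the set of probes is not the paper's.

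The paper states that rRNA was the largest change and reduced by knockdown. With siRNA 1 the 18S rRNA probe had a log2 fold change of −3.40, and with siRNA 2 it was 2.2. The rank product test called it lower for both siRNAs and with siRNA 1 and higher with siRNA 2, and called 28S rRNA lower for both and with siRNA 1. The test pools ranks over all pairs of arrays, so the siRNA 1 arrays alone can give a call for both. Its call for both is thus no sign of a reduction that the siRNAs share. The 18S rRNA probe was also called lower with siRNA 1 after median scaling and with array quality weights. Table 1 lists RPL7 as reduced, and its log2 fold change was 0.49 with siRNA 1 and −0.25 with siRNA 2. The discussion places 2 of the rRNA probes in 18S rRNA and 1 in 28S rRNA, whereas the gene table has 1 for 18S rRNA and 2 for 28S rRNA, as Table 1 has.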

Other observations

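The comparison of the controls and the list tests were set before the results were seen, and the genes named between the controls were chosen after. Compared with control siRNA 1, the cells with control siRNA 2 had lower transcripts of placental hormones and enzymes. The chorionic gonadotropin beta genes CGB5 (log2 fold change −3.36, standard error 0.34, adjusted P = 5.5e-05 from limma) and CGB8 (−3.01, adjusted P = 3.4e-05) were lower. CGB7 was not detected with control siRNA 2 and was at least 2.81-fold lower (adjusted P = 1.8e-05). The common alpha subunit CGA (−2.06, adjusted P = 0.0026) and HSD3B1, an enzyme of progesterone synthesis (−1.22, adjusted P = 0.00056), were lower too. Of the 13 measured trophoblast genes 8 were called lower, 10 when adjusted over the list alone, with a median of −1.12. HSD3B1 was no longer called after median scaling (adjusted P = 0.071).

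Of 8 measured squamous genes 1 was called lower, ZNF750, an epidermal transcription factor (−1.43, adjusted P = 0.035), and 4 when adjusted over the list alone. The squamous list was lower with an adjusted P of 0.0021, and adjusted P = 0.051 with an estimated correlation. The unfolded protein response list was lower (adjusted P = 0.0012), with adjusted P = 0.088 with an estimated correlation, and its called members were the co-chaperone DNAJC3 (−0.96, adjusted P = 0.0081) and the stress-induced factor ATF3 (−0.84, adjusted P = 0.0077), 3 when adjusted over the list alone. Mitochondrial ribosomal proteins were higher (adjusted P = 0.028), with adjusted P = 0.50 with an estimated correlation. CDH10, a cadherin not detected with control siRNA 1, was at least 3.00-fold higher (adjusted P = 7.3e-05), the calcium-binding CALB2 was higher (1.65, adjusted P = 9.1e-05), and so was the transcription factor HAND1 (1.34, adjusted P = 0.0021). ZNF750 lost its call with the replicate block (adjusted P = 0.064) and in 7 of the 12 fits that leave out 1 array, DNAJC3 in 1 of them, and DNAJC3 and ATF3 lost theirs with the rank product test and after median scaling (adjusted P = 0.24 and 0.36). The mitochondrial list lost its call in 4 of the 12 fits.

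Of genes the paper studies by RT-qPCR under zinc, SLC30A5 had 3 probes with log2 fold changes over both siRNAs from −0.10 to 0.21, none of them called. The paper reports lower ZnT5 and CBWD transcripts with siRNA 2 alone. It places that siRNA at a single exon boundary and measured those cells in serum-free medium. On the arrays siRNA 2 is a pool, so the reagents may differ and the values below do not test that result. With siRNA 2 the SLC30A5 probes had −0.13 to 0.18, and the CBWD genes ZNG1A 0.02, ZNG1C −0.16 and ZNG1E 0.17, none of them called. MT1X, a metallothionein, had −0.91 with siRNA 2 (standard error 0.30, adjusted P = 0.82). The RNA polymerase I genes POLR1C, POLR1D and POLR1E, and the reference genes GAPDH and ACTB, were not called with either siRNA or both. SLC30A10, POLR1A and POLR1B have no tested probe under those names. These arrays were not made at raised zinc.

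Across probes, 149 passed an unadjusted P under 0.05 from limma with both siRNAs in opposite directions (59 higher with siRNA 1 and 90 lower, against 15.1 and 14.1 expected if the siRNAs were independent). In the same direction 4 passed (3 higher and 1 lower, against 21.0 and 10.1 expected). Probes are not independent of each other. A correlation of the siRNAs' effects as far from 0 arose in 8 of 100 splits of the arrays, so these counts do not exclude chance. Of the remaining lists, p53 targets, the unfolded protein response, enterocyte, fibroblast and squamous markers, small non-coding RNAs, translation factors and RNA polymerase I were not called with either siRNA, over both or in the difference. MRPL21, a mitochondrial ribosomal protein, had −0.54 with siRNA 2 (adjusted P = 0.82) and its other probe −0.20.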
